# Unique microglia recovery population revealed by single-cell RNAseq following neurodegeneration

**DOI:** 10.1186/s40478-018-0584-3

**Published:** 2018-09-05

**Authors:** Tuan Leng Tay, Sagar, Jana Dautzenberg, Dominic Grün, Marco Prinz

**Keywords:** Microglia, Recovery, Neurodegeneration, Single-cell RNA analysis

## Abstract

Microglia are brain immune cells that constantly survey their environment to maintain homeostasis. Enhanced microglial reactivity and proliferation are typical hallmarks of neurodegenerative diseases. Whether specific disease-linked microglial subsets exist during the entire course of neurodegeneration, including the recovery phase, is currently unclear. Taking a single-cell RNA-sequencing approach in a susceptibility gene-free model of nerve injury, we identified a microglial subpopulation that upon acute neurodegeneration shares a conserved gene regulatory profile compared to previously reported chronic and destructive neurodegeneration transgenic mouse models. Our data also revealed rapid shifts in gene regulation that defined microglial subsets at peak and resolution of neurodegeneration. Finally, our discovery of a unique transient microglial subpopulation at the onset of recovery may provide novel targets for modulating microglia-mediated restoration of brain health.

**Electronic supplementary material:**

The online version of this article (10.1186/s40478-018-0584-3) contains supplementary material, which is available to authorized users.

## Introduction

Microglia are tissue-resident macrophages of the central nervous system (CNS) that act as the first line of defense upon disruption of CNS homeostasis. In contrast to the lattice-like organization of sparsely (< 0.5%) renewing microglial cells in the adult brain [3, 26, 27, 35, 43], heightened microglial reactivity and microgliosis are hallmarks of all neurodegenerative diseases regardless of severity, as exemplified in local neuronal damage and widespread neurodegeneration [10, 13, 32, 37, 43].

While adult microglia originate solely from the primitive yolk sac erythromyeloid progenitors without contribution from the peripheral hematopoietic stem cells [1, 11, 12, 22, 33], gene expression and single-cell transcriptomic studies [14, 29] suggest that total CNS parenchymal microglia are not functionally homogeneous. The relative contributions to neuroprotection and neurodegeneration by microglia in neurodegenerative diseases such as Alzheimer’s disease (AD), amyotrophic lateral sclerosis and multiple sclerosis remain contentious [38, 39]. Notably, we recently demonstrated that immediate activation and proliferation of microglial cells within one to two weeks of neuronal injury was not detrimental to the CNS but appeared vital to the timely recovery of tissue homeostasis and neural functions [43]. Bulk RNA-sequencing (RNAseq) analyses of microglial cells of the facial nucleus (FN) from the unilateral facial nerve axotomy (FNX) model of acute neurodegeneration showed lesion-dependent gene regulation, while compensatory alterations observed in the contralateral FN were attributed to other CNS cell types [43]. Recent reports based on single-cell analysis of microglial transcriptomes attributed specific cellular states to neurodegenerative diseases recapitulated in AD-like mouse models with chronic or severe CNS damage [21, 30]. Although these important studies highlighted the appearance of novel disease-associated microglial subtypes, they did not address the existence of distinct microglial populations during recovery due to the chronic and destructive characteristics of the transgenic mouse models used.

To define disease-associated populations of microglia more precisely, we took a single-cell RNAseq (scRNAseq) approach in the FNX model, which is not driven by any susceptibility gene. Indeed, a subset of disease-linked microglia from the ipsilateral FN was distinct from a homogenous cloud. Comparative analysis of single-cell transcriptomes across these three models of neurodegeneration furthermore established a strong conservation of the microglial gene regulatory profile ascribed to disease. Of high significance, we found temporal regulation of lesion-associated changes in our FNX model that distinguished microglia at peak and resolution of disease. In particular, we verified the emergence of a transient microglial cluster characterized by the upregulation of *Apoe* and *Ccl5* at the onset of recovery in situ. Collectively, our findings highlight a potential new interpretation of disease-associated gene regulation that may be critical to the restoration of CNS homeostasis mediated by microglial cells.

## Materials and methods

### Mice and treatments

*CX*_*3*_*CR1*^*GFP/+*^ [20] mice were bred in specific-pathogen-free facility and given chow and water ad libitum. Unilateral facial nerve axotomy (FNX) at the stylomastoid foramen was performed in 8 weeks old female *CX*_*3*_*CR1*^*GFP/+*^mice described previously [43]. Only female mice were used to allow comparisons of the scRNAseq data in this study with the bulk RNAseq analyses performed before [43]. Mice were bred concurrently, received same-day operation and randomly assigned to each experimental group for sacrifice at the required time point. Animal experiments were approved by the Regional Council of Freiburg, Germany. Experimenters were blinded to all groups during data acquisition and analysis.

### FACS

Mice were transcardially perfused with 20 ml ice-cold PBS. Pontine blocks were immediately cut in a coronal rodent brain matrix for acute isolation of single facial nuclei under the stereomicroscope. Brain tissue was gently mashed and resuspended in 20 ml ice-cold extraction buffer containing 1× HBSS, 1% fetal calf serum (FCS) and 1 mM EDTA, followed by the extraction of microglial cells in 5 ml 37% isotonic Percoll. Cells were labeled with antibodies CD45-BV421 (103,133, BioLegend), CD11b-BV605 (101,237, BioLegend) and MHC Class II-PE-Cy7 (107,630, BioLegend) in FACS buffer (1× PBS, 1% FCS). Single GFP^+^ CD45^lo^ CD11b^+^ microglial cells were sorted into 384-well plates containing 240 nL of primer mix and 1.2 μl of Vapor-Lock (QIAGEN) PCR encapsulation barrier at the Influx™ cell sorter (Becton Dickinson) for subsequent RNA sequencing procedures.

### Single-cell RNA amplification and library preparation

We used an automated and miniaturized version of the CEL-Seq2 protocol [18]. Sixteen libraries (1536 single cells) were sequenced on two lanes (pair-end multiplexing run, 100 bp read length) of an *Illumina HiSeq* 2500 sequencing system generating 243,638,747 sequence fragments.

### Quantification of transcript abundance

For the FNX experiment, paired end reads were aligned to the transcriptome using bwa (version 0.6.2-r126) with default parameters [28]. The transcriptome contained all RefSeq gene models based on the mouse genome release mm10 downloaded from the UCSC genome browser comprising 31,201 isoforms derived from 23,538 gene loci [31]. All isoforms of the same gene were merged to a single gene locus. The 50 bp right mate of each read pair was mapped to the ensemble of all gene loci and to the set of 92 ERCC spike-ins in sense direction [4]. Reads that mapped to multiple loci were discarded. The 50 bp left read contains the barcode information: the first six bases corresponded to the unique molecular identifier (UMI) followed by six bases representing the cell specific barcode. The remainder of the left read contains a polyT stretch. Only the right read was used for quantification. For each cell barcode, the number of UMIs per transcript was counted and aggregated across all transcripts derived from the same gene locus. Based on binomial statistics, the number of observed UMIs was converted into transcript counts [15].

### Single-cell RNA sequencing data analysis

Identification and visualization of different subpopulations as well as differential gene expression analysis was performed with the RaceID2 algorithm [16]. Out of 1536 cells sequenced in the FNX experiment, 944 cells passed the quality thresholds. The median, minimum and maximum number of genes identified per cell are 1560, 858 and 2658, respectively. 

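In the deposited values, the cells that held at least 1500 transcripts had a median of 1562.5 genes with at least 1 transcript, a minimum of 793 and a maximum of 2668. A minimum of 1000 transcripts gave a median of 1545 genes, with a lowest cell at 449. A minimum of 2000 transcripts gave a median of 1601.5 genes, with a lowest cell at 1154. After a filter chosen after seeing the data, which left out 6 genes with very uneven counts and the cells in which the non-coding RNA Kcnq1ot1 made up at least 2% of the transcripts, the median was 1563 genes, the minimum 860 and the maximum 2662.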

Down-sampling to 1500 transcripts was used for data normalization. Clustering was performed using k-medoids clustering without outlier identification. Ten clusters were identified based on the saturation of the average within-cluster dispersion. To compare our disease-associated clusters with a recently described microglia type associated with neurodegenerative disease (DAM), we obtained the raw data from scRNAseq of all immune cells in wild type (WT) and Alzheimer’s disease (AD) transgenic mouse brains [21]. The AD mouse model expressed five human familial AD gene mutations (FAD). Results were obtained from a mix of male and female mice which showed no difference due to sex. Raw count files (henceforth referred to as the “FAD data set”) were downloaded from Gene Expression Omnibus (GEO): GSE98969 [21] and analyzed using the RaceID2 algorithm [16]. To exclude non-microglial cells from the FAD data set, only cells with UMI counts for *Cst3* (UMI > 10) and *Hexb* (UMI > 5) (as defined in [21]) prior to normalization were retained for further analysis. Perivascular macrophages and monocytes (*Cd74*, UMIs ≥5), granulocytes (*S100a9*, UMIs ≥50) and mature B-cells (*Cd79b*, UMIs ≥3) were removed from the dataset. Downsampling to 700 UMIs was performed for data normalization.

The t-distributed stochastic neighbor embedding (t-SNE) algorithm was used for dimensional reduction and cell cluster visualization [44]. Using the *phyper* function provided by the R software to perform a hypergeometric test, an enrichment score [−log_10_(*p*-value+ 10^− 3^)] was calculated for the FNX data to identify the enrichment of cells belonging to a group in a given cluster. Differentially expressed genes between the tail clusters (clusters 4, 8 and 9 in the FNX data) and cloud clusters were identified similar to a published method [2]. First, negative binomial distributions reflecting the gene expression variability within each subgroup were inferred based on the background model for the expected transcript count variability computed by RaceID2 [16]. Using these distributions, a *P* value for the observed difference in transcript counts between the two subgroups was calculated and multiple testing corrected by the Benjamini-Hochberg method.

The accession code for the FNX data set is GEO:GSE90975, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90975.

### Gene set enrichment analysis

Gene IDs of the differentially expressed genes between the tail (clusters 4, 8 and 9) and cloud clusters in the FNX data were converted to Entrez IDs using the clusterProfiler package [46]. Gene set enrichment analysis was performed using the ReactomePA package [45]. The fold-change for each gene between the cloud and tail clusters was calculated using the diffexpnb function of the RaceID2 algorithm and given as an argument to the gsePathway function to calculate enriched gene sets in the tail clusters.

### Comparative single-cell transcriptomic analysis

In addition to the comparison of our FNX data set with the DAM signature from the FAD scRNAseq study [21], we included the neurodegeneration response genes identified in another recent scRNAseq report based on the transgenic mouse model for severe neurodegeneration known as CK-p25 [30]. Male CK-p25 mice were analyzed. Withdrawal of doxycycline from the diet induces the CamKII promoter driven expression of p25, the calpain cleavage product of Cdk5 activator p35, and leads to apoptotic neuronal cell death. While the CK-p25 inducible mouse model is not based on genetic mutations associated with familial AD, the authors claimed that it recapitulates several aspects of AD pathology and the transcriptional profile of FAD mice [30]. Data on neurodegeneration-associated differentially regulated genes identified in the respective FAD and CK-p25 studies were obtained from the Supplementary Table S3 (fold changes and *P* values; [21]) and Supplementary Table S4 (fold changes and Z scores, from which *P* values were calculated for the corresponding early and late response genes in Clusters 3 and 6; [30]). A total of 5820 genes were obtained after we overlapped the relevant genes in both studies with our FNX gene set for comparative assessment. Based on the Benjamini-Hochberg procedure, only genes with false discovery rate < 0.05 were considered for subsequent analysis.

### Histology

Mice were transcardially perfused with 20 ml PBS. Brains were fixed overnight in 4% paraformaldehyde in PBS at 4°C and processed for frozen sectioning as before [43]. A coronal rodent brain matrix (RBM-2000C, ASI Instruments) was used to obtain consistent blocks of pontine regions that included both facial nuclei. Cryosections (14-μm) were collected from the entire facial nuclei on coated glass slides and stored at − 20°C until use. Tissues were permeabilized in blocking solution (0.1% Triton-X 100, 5% bovine albumin, normal goat or normal donkey serum, and PBS) for 1 h at room temperature and incubated overnight at 4°C with primary antibodies: 1:200 rat anti-CD11b (ab8878, Abcam), 1:500 rabbit anti-IBA-1 (019–19,741, Wako), 1:200 goat anti-APOE (AB947, Merck), and 1:500 rabbit anti-CCL5 (RANTES) (710,001, ThermoFisher Scientific). Antigen retrieval was performed at 96 °C prior to APOE staining for 40 min in 10 mM citrate buffer at pH 9. Sections were incubated with corresponding secondary antibodies conjugated to 1:1000 Alexa Fluor 488 or Alexa Fluor 647 (Life Technologies) and 1:5000 nuclear counterstain 4′,6-diamidino-2-phenylindole (DAPI, Sigma) for 2 h at room temperature, and mounted in ProLong® Diamond Antifade Mountant (Life Technologies).

### Microscopy and image analysis

GFP^+^ microglia were imaged using a 20X / 0.75 NA objective lens on the Keyence BZ − 9000 inverted fluorescence microscope and quantified using the BZ-II Analyzer. Three brain sections per mouse were analyzed. Confocal images of immunohistological preparations were acquired with the SP8 STED-WS (Leica Microsystems) using a HCX PL HCL PL APO C 20X/0.75 NA glycerine objective lens and the LAS X software. DAPI and Alexa Fluors 488 and 647 were excited by the UV Diode Laser 405 nm, Argon Laser 488 nm and WL 647 nm, respectively, and detected in sequential and simultaneous acquisition settings with the HyD detectors in the gating mode. The pinhole was set to one airy unit. Image stacks were sampled with a pixel size of 142 nm and in 1 μm *z*-steps.

### Statistical analysis

Data are presented as mean ± SEM. GraphPad Prism5 was used for multiple comparisons using 2-way ANOVA with Bonferroni correction and paired t-tests. Differences were considered statistically significant at *P* < 0.05.

## Results and discussion

### Single-cell analysis revealed stage-dependent microglial clusters during neurodegeneration

In our previous study, we reported that the rapid increase in microglial cells in response to FNX induced neurodegeneration was due to microglial clonal expansion [43]. In addition to accompanying morphological changes in microglia of the ipsilateral FN, we identified the differential regulation of 257 microglia-expressed genes in comparison to the contralateral FN by bulk microglia RNAseq [43]. While both clonal expansion and recovery of steady state microglial cell numbers by 60 d after FNX appeared to occur randomly, it was unclear whether the molecular programming of all microglia within the lesioned FN was homogeneous. To understand the relatedness of the cells based on their transcriptomes, we performed scRNAseq of microglia isolated from the contralateral and injured FN at stages representing disease-free (0 d), peak of disease (7 d after FNX) and onset of recovery following microgliosis (30 d after FNX) (Fig. 1a-c). 

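FNX cuts the facial nerve on a single side, so that the motoneurons of the FN on that side lose their axons, while the FN of the contralateral side stays connected. Microglia were sorted singly into wells from FN of female mice that carry GFP in the Cx3cr1 locus, which marks microglia. The paper gives their age at FNX as 8 weeks, and the sample labels give an age of 12 weeks. Contralateral FN were taken at 0, 7 and 30 d and lesioned FN at 7 and 30 d, from 3 mice per stage, which makes 5 groups and 15 combinations of mouse and side. The lesioned and the contralateral FN of 7 and 30 d came from the same mice. Each of 16 libraries held 96 wells, 1536 wells in all, and the third mouse of 0 d had a pair of libraries, which were added together. The libraries lay on 4 plates, none of which held all 5 groups.

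The authors prepared the libraries with a miniaturized CEL-Seq2 protocol, in which each transcript is tagged with a UMI before amplification. They aligned the reads to RefSeq gene models of the mouse genome mm10, discarded reads that mapped to several loci and counted the UMIs per gene and cell. The deposited values are the estimated transcript counts that the authors derived from these UMIs by binomial statistics, without scaling for depth. With 4096 possible UMIs of 6 bases, every deposited value gave back a whole number of UMIs to within 4.5e-13. Over all genes without the spike-ins, the 4 libraries of the 0 d contralateral group held 166665 to 251428 transcripts, with a median of 205836. The 7 d contralateral libraries held 264565 to 297514 transcripts (median 283983) and the 7 d lesion libraries 191501 to 257377 (median 239339). The 30 d contralateral libraries held 134966 to 219947 transcripts (median 184885) and the 30 d lesion libraries 128674 to 215087 (median 186263).

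Cells of a mouse are not replicates of each other. Genes were therefore compared between groups on the sums of the rounded counts over the cells of each mouse and side, with the quasi-likelihood test of edgeR, TMM normalization, a filter on low counts and Benjamini-Hochberg adjustment at a threshold of 0.05. A level of a gene in CPM (counts scaled to an equal sum over the genes past the filter, after TMM) is a mean over 3 mice with its SD. Shares of cells were compared with exact permutation tests over mice.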

At least 96 microglial cells were sorted for each experimental group per animal. 

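Of the 1536 wells, 1106 held at least 1500 transcripts outside the spike-ins, and 16077 genes had at least 1 transcript in these cells. The contralateral groups contributed 260 cells at 0 d, 255 at 7 d and 182 at 30 d, and the lesion groups 231 at 7 d and 178 at 30 d. A single mouse and side gave between 39 cells (mouse 2 of the 30 d lesion group) and 124 cells (mouse 3 of 0 d, with its pair of libraries). A minimum of 1000 transcripts kept 1172 cells and 16133 genes, and a minimum of 2000 kept 986 cells and 15955 genes. The filter on Kcnq1ot1 and 5 further unevenly counted genes, chosen after seeing the data, kept 947 cells and 15255 genes and was the alternative that moved both numbers most.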

After quality control, data from a total of 944 cells, from which 15,245 genes were quantified, were further analyzed using our RaceID2 algorithm [16] and depicted in t-distributed stochastic neighbor embedding (t-SNE) representations (Fig. 1d-f; Table 1). Microglia from all groups distributed uniformly in the “cloud”, whereas cells that clustered separately in the “tail” were derived solely from 7 and 30 d lesion groups, indicating that the tail comprises disease stage-specific microglia (Fig. 1d). This separation of disease-associated CNS immune cell populations agrees with a recent single-cell cytometry-based study [34]. 

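The clustering was rebuilt from the paper's description. Each cell was drawn down to 1500 transcripts, the 678 genes with at least 5 drawn transcripts in any cell were kept, and the cells were grouped by k-medoids on 1 minus Pearson's correlation. A cluster was called tail-like when at least 3 of 21 marker genes of the tail, listed in advance, were among its 10 leading genes by fold over the other cells. The requirement of 3 was set after the clusters had been seen. A single cluster of 40 cells, with 6 of the markers, met it.

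All 40 cells came from lesioned FN. No cell of the 697 from contralateral FN was in the cluster, which by counting error alone allows a share of up to 0.430%. Neither the spread between mice nor that between clusterings enters this limit. With the 4 other seeds for drawing transcripts, 0 to 13 of the contralateral cells were tail-like. At 7 d, the 3 lesioned FN had 4 of 81 (4.94%), 11 of 78 (14.1%) and 12 of 72 cells (16.7%) in the cluster, 11.9 ± 6.17% (SD, n = 3). At 30 d, they had 1 of 57 (1.75%), 0 of 39 (which allows up to 7.69%) and 12 of 82 (14.6%), 5.46 ± 7.99% (SD, n = 3). Over both stages, the share was 8.68 percentage points higher in lesioned than in contralateral FN (two-sided exact permutation test over mouse and side, 6 against 9, p = 0.0040 in 5005 regroupings). This test regroups mice and sides freely. The test that swaps the sides within the 6 mice with both FN gave p = 0.0625 (two-sided exact sign-flip permutation test). Since 1 of the 6 pairs is 0 against 0, these pairs allow no smaller p, and the test could not pass the threshold. The difference of 11.9 points at 7 d had p = 0.10, the smallest that 3 mice against 3 allow, and the difference of 5.46 points at 30 d had p = 0.4 (both two-sided exact permutation tests). Mouse 3 decided the 30 d value, since without its lesioned FN the difference was 0.877 points. The share changed by -6.44 points from the 7 d to the 30 d lesion group (two-sided exact permutation test, p = 0.3).

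On each of the 4 plates the contralateral share was 0. The lesion share was 4.94% on plate 1 with 1 lesion library, 0.877% on plate 2 with 2, 14.1% on plate 3 with 1 and 15.7% on plate 4 with 2. Because the cluster is defined by genes of the tail, the cells were also grouped without the 72 genes that the paper lists as common to its models. The tail-like cluster was still picked by the 21 markers, of which 18 are among the 72. The markers were taken in part from the paper's values on these samples, so neither test of the share is independent evidence. The cluster then held 43 cells, 32 and 9 of them from the 7 and 30 d lesion groups and 2 from contralateral FN, and the difference was 8.55 points (two-sided exact permutation test, p = 0.0220). Spearman's correlation moved the value most, to 20.9 points with 83 of 697 contralateral cells in tail-like clusters. Adding up the counts of 4 symbols that the files list on more than 1 chromosome gave 7.36 points (two-sided exact permutation test, p = 0.187). This was the setting of a first run, which came before the clustering used throughout and was kept as an alternative after seeing the data. From the origin of the tail cells in the 7 and 30 d lesion groups, the paper reasons that the tail holds microglia specific to stages of disease.

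**Figure D1:**
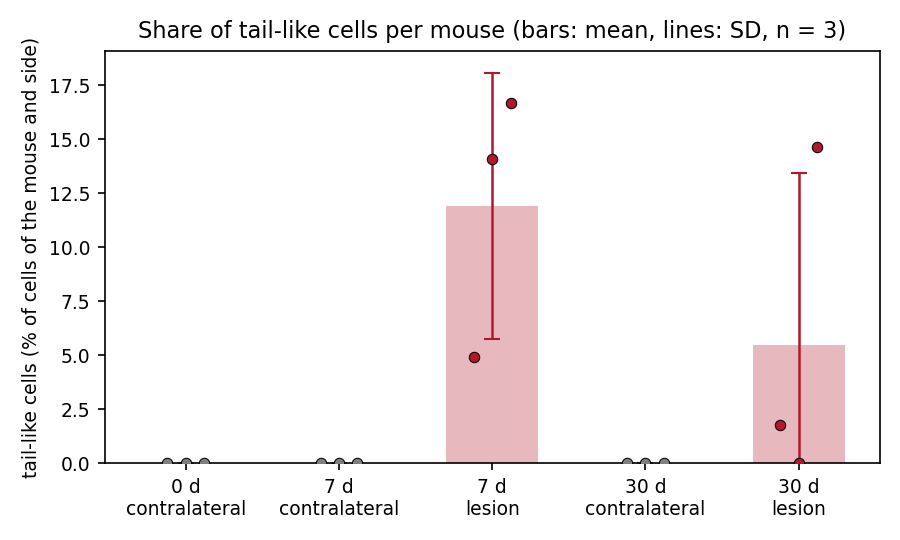
Share of the cells of each mouse and side that fell in the tail-like cluster (vertical axis, percent) for the 5 groups (horizontal axis), with a point per mouse, bars for the means and lines for the SD (n = 3), which end at 0. All 9 contralateral points lie at 0, and the 30 d lesion points lie at 0, 1.75 and 14.6%.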

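With k set to 10, the rebuilt k-medoids clusters held between 30 and 175 cells. The tail-like cluster of 40 cells had the leading genes Apoe, Cxcl10, Rsad2, C4b, Ifitm3, Lgals3bp, Ccl12, Ifi27l2a, H2-D1 and H2-K1. None of the other 9 clusters had more than 1 tail marker among its 10 leading genes. With 8 clusters a single cluster of 41 cells was tail-like. With 12 clusters there were 2, of 32 and 11 cells. The 4 other seeds for drawing transcripts gave a single tail-like cluster each, of 35, 48, 39 and 64 cells. Leiden communities gave 2 tail-like groups, of 70 and 105 cells, and the filter on Kcnq1ot1 gave 3, of 43, 32 and 10 cells.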

Our transcriptome-based cluster analysis of all 944 microglial cells using the RaceID2 algorithm identified ten clusters (C1-C10), of which cells from C4, C8 and C9 mapped mainly to the tail (Fig. 1e). Other clusters (C1-C3, C5-C7, and C10) were identified within the cloud representing less distinct subpopulations of microglia with variations in the expression levels of similarly expressed genes (Fig. 1e). 

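Each of the 9 rebuilt clusters outside the tail-like cluster held cells of all 5 groups. The largest, of 175 cells, had Ybx1, Lmo2 and Myl6 as leading genes. Clusters of 173, 171 and 121 cells were led by Mid1 and A630089N07Rik, by Hexa and Nr3c1, and by Cst3 and Lyz1. A cluster of 142 cells was led by Hspa1b and held 3 genes of the immediate early and dissociation response among its 10 leading genes, and 61 of its cells came from plate 1. In clusters of 108, 76 and 30 cells, Mid1 or the ribosomal Rn45s came first. A cluster of 70 cells, led by Malat1 and Camk4, had the lowest median depth, 2166.5 transcripts per cell, against 2996 in the deepest cluster. Across these 9 clusters the mean of Cst3, which is transcribed in microglia at a high level, ran from 24.0 to 68.5 of 1500 drawn transcripts per cell, and that of Sparc from 4.86 to 10.7. Since the clusters are made from the same counts, these differences are not tests.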

Analysis of surface markers revealed corresponding enrichment of the activation markers CD45 and MHC class II in cells within the tail (Fig. 1f). Notably, these differences at the levels of gene and protein expression did not correlate directly to cell morphology as most microglia within the injured FN appeared to have similarly retracted their ramifications and assumed amoeboid and rod-like shapes typical of activated microglia (Fig. 1c). Differential gene expression analysis of cloud versus tail clusters (Benjamini-Hochberg-corrected *P* < 0.05) identified 101 differentially expressed genes (Fig. 1g, Additional file 1: Figure S1). 

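Tail-like cells were compared with the other cells of the same lesioned FN. The 1500 transcripts of each cell that made the clusters were set aside, and only the remaining transcripts were compared, so that no transcript both defined and tested a cluster. Genes that define the cluster still differ by construction. The 3 lesioned FN of 7 d and mouse 3 of the 30 d lesion group had at least 3 tail-like cells, with 6282, 24409, 16137 and 9854 remaining transcripts in tail-like cells and 99023, 108466, 55185 and 72118 in other cells. Of 624 genes past the filter on low counts, 59 changed (37 higher and 22 lower in tail-like cells; edgeR quasi-likelihood test with mouse as a block, Benjamini-Hochberg adjustment). DESeq2 called 32 genes, 31 of them among the 59. The largest move came from testing all transcripts of the cells, with 129 of 1901 genes changed. Without the filter on low counts the balance turned, with 14 genes changed, 1 higher and 13 lower. The count also rested on single libraries: it was 9 without mouse 3 of 7 d, 25 without mouse 2 of 7 d, 31 without mouse 1 of 7 d and 38 without mouse 3 of 30 d.

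Apoe, which encodes the lipid carrier apolipoprotein E (chromosome 7 of GRCm38, 19696109 to 19699188), rose by 2.57 on the log2 scale (standard error 0.26, adjusted p = 5.7e-09 from the same test, higher in 4 of 4 libraries). Its level was 7261 ± 9104 CPM in tail-like and 1148 ± 1078 CPM in other cells (SD, n = 4 libraries). These levels are scaled to the sum of the 624 tested genes and cannot be set beside the levels over all cells. With each library left out in turn, its log2 change stayed between 2.26 and 2.91. The other large increases that were higher in all 4 libraries were Lgals3bp, for a secreted scavenger receptor protein (chromosome 11, 118392751 to 118402092; log2 1.60, adjusted p = 1.2e-05), the MHC class I gene H2-D1 (chromosome 17, 35262730 to 35267499; log2 1.51, adjusted p = 5.2e-07), cathepsin L, Ctsl (chromosome 13, 64359337 to 64370890; log2 1.33, standard error 0.20, adjusted p = 1.2e-05), and Gnb2l1, a ribosome-associated protein whose symbol is not in the annotation used (log2 1.31, adjusted p = 0.0018). Gnb2l1 lost its call without mouse 3 of 30 d (adjusted p = 0.0582). A second MHC class I gene, H2-K1 (chromosome 17, 33996017 to 34000347), rose by 1.30 (adjusted p = 5.0e-05), and cathepsin S, Ctss (chromosome 3, 95526786 to 95556403), by 0.76 (adjusted p = 0.0078). Ctss lost its call without mouse 2 (0.125) or mouse 3 of 7 d (0.233). Without the filter on low counts, Lgals3bp (0.306), H2-D1 (0.221), Ctsl (0.621), Gnb2l1 (0.700), H2-K1 (0.621) and Ctss (0.935) were not called.

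The decreases, lower in 4 of 4 libraries, rested on few transcripts or on single libraries. The purinergic receptor gene P2ry13 (chromosome 3, 59207892 to 59210882) had a log2 change of -1.60 (adjusted p = 0.0011 with all libraries, 0.0722 without mouse 2 and 0.0567 without mouse 3 of 7 d). For the orphan receptor gene Gpr34 (chromosome X, 13632089 to 13640858) it was -1.62 (adjusted p = 2.1e-04, and 0.0516 without mouse 3 of 7 d). The receptor gene Cd14 (chromosome 18, 36725067 to 36726798) had 5 transcripts in tail-like cells, all in a single library, and its log2 change was -2.37 (adjusted p = 0.0103, 0.0767 without mouse 1 and 0.271 without mouse 3 of 7 d). Gm3002 (chromosome 14, 3810074 to 3966518) had 4 transcripts there and a log2 change of -2.40 (adjusted p = 0.0086, 0.147 without mouse 3 of 7 d), and it belongs to a multicopy family whose shared reads the authors discarded, so its value is uncertain. The sialomucin gene Cd164 (chromosome 10, 41519414 to 41531048) lost its call whichever library was left out (log2 -1.36, adjusted p = 0.0432 with all 4 libraries and 0.0801 to 0.255 with 3). Among the alternatives that gave an adjusted p, Cd164 was not called in 6 of 10, Cd14 in 4 of 10 and Gm3002 in 2 of 9. P2ry12 (chromosome 3, 59216272 to 59262871) had a log2 change of -0.73 (adjusted p = 0.0262, 0.0954 without mouse 1 and 0.295 without mouse 3 of 7 d). The transcription factor gene Maf (chromosome 8, 115682942 to 115707794; log2 -0.83, adjusted p = 0.104) was not called, and Axl, Ccl5, Ccl12 and Fos had too few remaining transcripts to be tested.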

Gene Set Enrichment Analysis of all genes that distinguish the cloud and tail clusters revealed that gene sets corresponding to translation, degradation of the extracellular matrix and peptide ligand-binding receptors were upregulated, whereas gene sets related to membrane trafficking, intra-Golgi and retrograde Golgi-to-ER traffic, and fatty acid metabolism were down-regulated (Additional file 2: Figure S2). 

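Translation was examined alone among these themes, through the ribosomal protein genes, which were listed by their symbols in advance. In tail-like cells, 62 of the 66 tested ribosomal protein genes were higher than in the other cells of the same libraries, with a median log2 change of 0.68, and 16 of them changed. A competitive set test with a preset correlation (camera) gave p = 2.7e-17, and fry, which takes the correlation from the data, gave p = 0.0328. With fry, the result did not pass without mouse 2 of 7 d (0.133), mouse 3 of 7 d (0.118) or mouse 3 of 30 d (0.145), nor without the filter on low counts (0.761). Clusters made without ribosomal protein genes gave a fry p of 0.0342. The 4 libraries left out in turn gave medians from 0.59 to 0.72. In the sums over all cells, 73 of 76 ribosomal protein genes were higher in lesioned than in contralateral FN over both stages, with a median log2 change of 0.31. The median was 0.40 at 7 d and 0.16 at 30 d. Camera called all of these; fry called both stages together and 7 d, but neither 30 d nor the difference between the stages. In the same fits, no ribosomal protein gene changed singly.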

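Over all cells of a mouse and side, 20 of 5304 genes changed between lesioned and contralateral FN over both stages, all of them higher after FNX (6 lesioned against 6 contralateral FN in a fit over all 5 groups). At an unadjusted p below 0.05 there were 395, and DESeq2 called 17 genes, 6 of them among the 20. Leaving out single libraries moved the count to 12 without mouse 3 and 29 without mouse 2 of the 30 d lesion group, and to 13 without mouse 2 of the 7 d lesion group. The largest move came from a fit with mouse as a block, with 45 genes (42 higher and 3 lower), all 20 included. A plate covariate gave 39 genes, 37 higher and 2 lower. At 7 d 12 genes changed, all higher (383 at an unadjusted p below 0.05), and at 30 d 2 changed, Apoe and H2-K1 (290 at an unadjusted p below 0.05). At 7 d the count was 4 without lesion mouse 2 and 26 without lesion mouse 1 (20 higher and 6 lower). At 30 d it was 0 without lesion mouse 3 or contralateral mouse 1 or 3, and 4 without lesion mouse 2. A difference of the lesion effect between the stages was called for 0 genes with edgeR (265 at an unadjusted p below 0.05) or with DESeq2 (131). With mouse as a block, edgeR called 33 genes at 7 d, 8 at 30 d and 1 for the difference between the stages. The terms of GO were not examined, since no annotation of them was at hand.

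Higher in 6 of 6 mice were H2-K1 with a log2 change of 1.22 (standard error 0.16, adjusted p = 1.5e-05 from edgeR), H2-D1 with 1.02 (adjusted p = 3.7e-05) and Lgals3bp with 1.23 (adjusted p = 7.6e-04). The interferon-induced genes Ifitm3 (chromosome 7 of GRCm38, 141009586 to 141010770) and Ifi27l2a (chromosome 12, 103442167 to 103443680) rose by 2.87 (standard error 0.40) and 2.19 (standard error 0.31), each with an adjusted p of 3.0e-05. The receptor tyrosine kinase gene Axl (chromosome 7, 25757273 to 25788705) rose by 3.19 (adjusted p = 8.2e-04) and the chemokine gene Ccl12 (chromosome 11, 82101845 to 82103400) by 1.04 (adjusted p = 8.2e-04). These calls held with every library left out in turn, but DESeq2 gave no adjusted p for Ifitm3, Ifi27l2a, Axl and Ccl12.

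The genes called at 7 d also included Irf7, which encodes an interferon regulatory factor (chromosome 7, 141262706 to 141266481; log2 3.71, adjusted p = 0.0087, 94.4 ± 19.9 against 6.72 ± 4.59 CPM), and Fgl2, for a fibrinogen-like protein (chromosome 5, 21372642 to 21378374; log2 2.33, adjusted p = 0.0049, 102 ± 40.3 against 20.3 CPM), besides Ifitm3 (log2 3.00) and Ifi27l2a (log2 2.56). Irf7 lost its call without lesion mouse 2 (0.163) or contralateral mouse 2 (0.0574) or 3 (0.0971), and Fgl2 without lesion mouse 2 (0.271) or contralateral mouse 3 (0.0542). Not called over both stages were P2ry12 (log2 -0.25, adjusted p = 0.530), Gpr34 (-0.24, 0.627), Maf (-0.22, 0.709) and Ctss (0.31, 0.182). Of the fits with a library left out, Ctss was called in that without mouse 2 of the 30 d lesion group, with an adjusted p of 0.0309. It was also called with all 96 wells (0.0462), with a plate covariate (0.0020) and with mouse as a block (0.0063).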

The genes upregulated during neurodegeneration were enriched for the Gene Ontology (GO) terms related to immune response, lipid mediation, neuronal cell death, and migration of microglia (Fig. 1h).

**Fig. 1:**
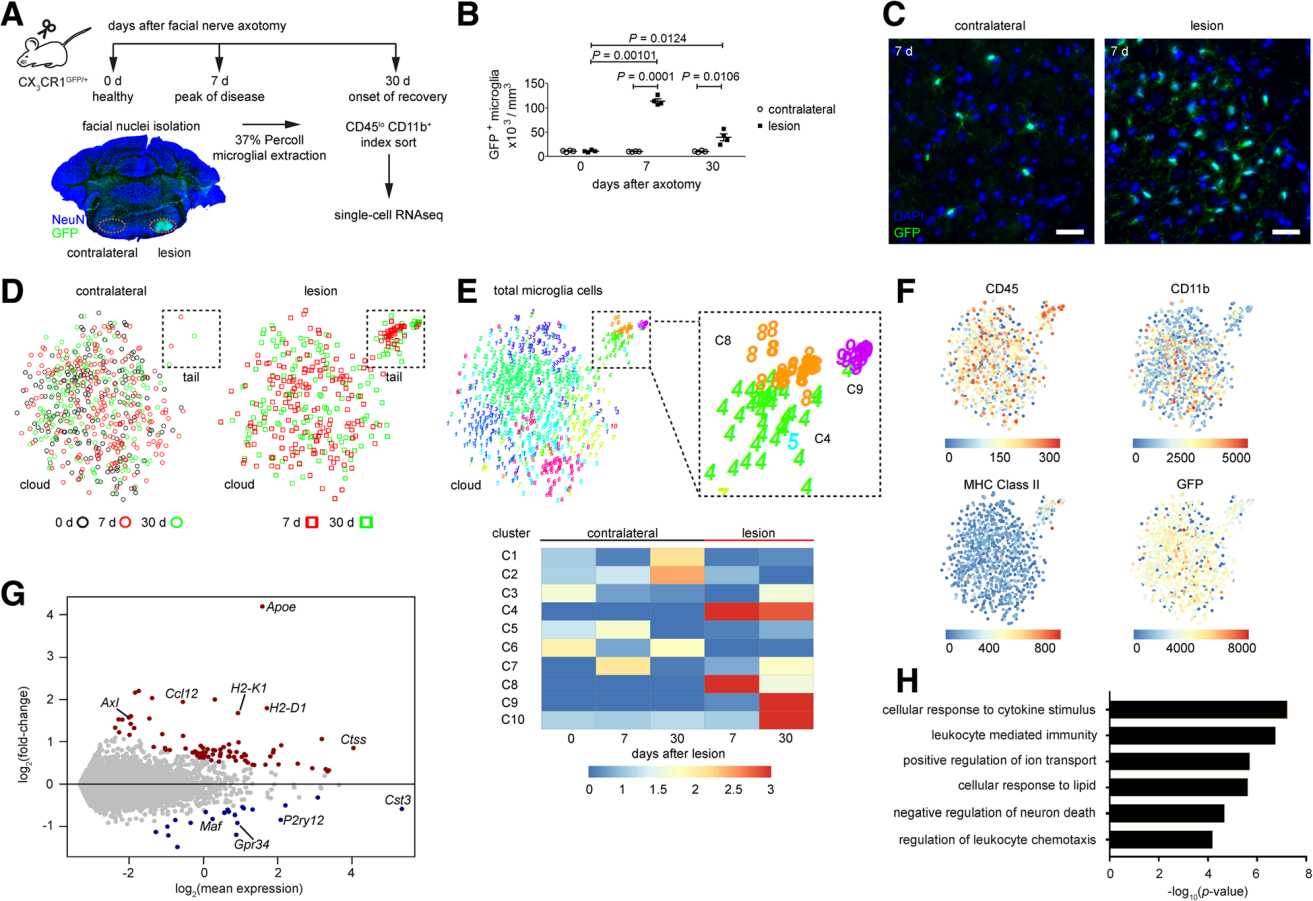
Single-cell analysis identified disease stage-specific microglial populations in a transient model of neurodegeneration. **a** Scheme of single microglial cell gene expression analysis after facial nerve axotomy (FNX) in 8 weeks old female *CX*_*3*_*CR1*^*GFP/+*^ mice. Microglia from contralateral facial nuclei (FN) of non-operated healthy mice (0 d) were used as baseline control for steady state transcriptome. Microglia from both FN of mice at peak of disease (7 d after FNX) and onset of recovery (30 d after FNX) were analyzed. A coronal brain section from 7 d after FNX at peak of disease is shown to indicate the locations of the FN (orange dotted circles) from which GFP^+^ CD45^lo^ CD11b^+^ microglia were index-sorted by FACS for RNA sequencing. **b** Quantification of GFP^+^ FN microglia after FNX. Each symbol represents mean count per animal. *N* = 4 mice per group. Two-way ANOVA and one-tailed paired t-tests showed significant difference between time and between FN at peak of disease (7 d) and onset of recovery (30 d). **c** Representative images of GFP^+^ FN microglia (green) at peak of disease (7 d) after FNX. 4′,6-diamidino-2-phenylindole (DAPI) nuclear counterstain is in blue. Scale bar: 30 μm. **d** t-distributed stochastic neighbor embedding (t-SNE) representations of 944 microglial cells from contralateral (left) and ipsilateral (right) FN based on transcriptomic analysis. The proximity of cells reflects transcriptome similarity as measured by Pearson’s correlation. Cells from contralateral FN are represented by open circles in black, red and green for disease-free (0 d), peak of disease (7 d) and onset of recovery (30 d), respectively. Cells from the injured FN are shown as open squares in red and green for 7 and 30 d and contributed significantly to the distinct “tail” population. Cells from all groups were distributed uniformly in the cloud. See Table 1 for contribution of cells per mouse. *N* = 3 mice per stage. **e** Cluster analysis based on transcriptome similarities of all 944 microglial cells revealed 10 clusters (C1-C10) of which C4 (52 cells), C8 (27 cells) and C9 (15 cells) belong to the disease-associated tail of the t-SNE map (top). Tail clusters exhibit 101 differentially expressed genes (see Additional file 1: Figure S1) in comparison to the cloud clusters (*P* < 0.05). Microglial cells from injured FN at 7 d and 30 d after FNX contribute to the tail as in (**d**). Cloud clusters (850 cells) reveal a homogeneous population of microglia in contralateral and lesion groups with minor heterogeneity in gene expression levels. The heat map shows the enrichment of microglial cells belonging to each group in clusters C1-C10 (bottom). The color legend depicts an enrichment score [−log_10_(*p*-value+ 10^− 3^)], where the *P*-value is calculated by a hypergeometric test. t-SNE representations of total FACS sorted microglia (944 cells) show the relative fluorescence intensities (color legend) of surface markers CD45, CD11b and MHC class II, and endogenous GFP mapped to single CX_3_CR1^+^ microglia. **g** MA plot of the 101 differentially expressed genes (see Additional file 1: Figure S1) that distinguish the cloud and tail (comprising C4, C8 and C9 contributed by microglial cells from injured FN at 7 d and 30 d after FNX) transcriptomes in (**e**). Ten selected upregulated (red) and down-regulated (blue) genes with a minimum of two-fold change (Benjamini-Hochberg-corrected *P* < 0.05) are indicated. Non-regulated expressed genes are shown in gray. **h** Representative Gene Ontology (GO) terms for the neurodegeneration-associated microglial gene signature represented by the 101 differentially expressed genes in (**g**)

**Table 1:** Contribution of facial nuclei microglia to single cell transcriptomic analysis

Group	CD45^lo^ CD11b^+^ GFP^+^ microglial cells						
	Mouse 1		Mouse 2		Mouse 3		Total
	Cloud	Tail	Cloud	Tail	Cloud	Tail	
0 d contralateral	61	2	31	0	105	4	203
7 d contralateral	76	1	77	2	60	1	217
7 d lesion	64	10	52	22	47	14	209
30 d contralateral	57	0	30	1	74	0	162
30 d lesion	37	6	30	3	50	27	153

Cloud clusters: C1-C3, C5-C7 and C10; tail clusters: C4, C8 and C9

### Common microglial gene regulatory profile across neurodegenerative diseases

The FNX paradigm represents a model for acute neurodegeneration where approximately 10–15% [7] of facial motoneurons in the FN die upon nerve transection, but clinical recovery is observed by two months [43]. We asked if our neurodegeneration-associated microglial gene signature would be identical across acute non-susceptibility gene-driven and transgene-induced chronic and destructive forms of neurodegeneration. A recent study based on scRNAseq of all immune cells in WT and AD transgenic mouse brains resulted in the identification of a unique microglia type associated with neurodegenerative diseases (DAM) [21]. The t-SNE representation of the Keren-Shaul et al. data (indicated as FAD for familial AD) resembles our FNX data set where the majority of the single-cell transcriptomes from all groups were found in the cloud while subsets of microglia from lesion or AD groups were spatially distinct in the tail (Fig. 2a-b). Here, cloud and tail transcriptomes of the AD study were distinguished by differential expression of 109 genes (Benjamini-Hochberg-corrected *P* < 0.05) of which 29 genes were common to the differentially regulated genes identified in our FNX study (Additional file 3: Figure S3). The median number of unique molecular identifiers (UMIs) detected in the FNX and FAD studies were 3660.5 and 982, respectively (Additional file 4: Figure S4). 

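The FAD data were not examined here. In the FNX data, the 1106 cells had a median of 2818 UMIs outside the spike-ins, which the binomial conversion turns into 2822 transcripts. Counting the ERCC spike-ins, RNAs of known amount that were added to every well, the median was 4081 transcripts. Spike-ins made up between 27.6 and 46.1% of the transcripts of a library. With minimums of 1000 and 2000 transcripts per cell, the medians were 2767.5 and 2907 UMIs. Barcodes to which no cell was sorted held 0.325 to 1.97% of the transcripts of a library, with medians of 7.00 to 36.0 transcripts per barcode.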

In a transgenic mouse model for severe neurodegeneration known as CK-p25, upregulation of many disease-associated genes in microglia in the late response cluster of single-cell transcriptomic analysis [30] was reminiscent of the changes we observed in our tail transcriptomes. Comparison of differentially regulated DAM genes in all three models (detailed in the Methods) revealed an overlap of 72 common genes, with only 4 genes found to be FNX-specific (Fig. 2c; Table 2 and Additional file 5: Table S1). 

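Table 2 lists Fos, Jund, Klf6 and Sgk1 as the genes specific to FNX. Fos (chromosome 12 of GRCm38, 85473890 to 85477273), Jund (chromosome 8, 70698949 to 70700616) and Klf6 (chromosome 13, 5861482 to 5870394) encode transcription factors and Sgk1 (chromosome 10, 21882184 to 21999903) a kinase, and all 4 belong to a list of 18 genes of the immediate early and dissociation response that was written in advance. On the transcripts not used for clustering, tail-like cells had log2 changes of -2.77 for Fos, -1.30 for Jund, -0.65 for Klf6 and -1.10 for Sgk1 against all other cells pooled. Against the other cells of the same libraries, tail-like cells held 4 transcripts of Fos where 9.75 would be proportionate, a ratio of 0.410 (95% counting interval 0.112 to 1.05). For Jund the ratio was 0.654 (0.338 to 1.14; 12 transcripts), for Klf6 0.734 (0.427 to 1.17; 17 transcripts) and for Sgk1 0.584 (0.346 to 0.923; 18 transcripts). In the test over 4 libraries with mouse as a block, Sgk1 had a log2 change of -0.86 (adjusted p = 0.156), Jund of -0.69 (0.403) and Klf6 of -0.55 (0.487), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With Leiden communities Sgk1 (0.0072) and Jund (0.0058) were called, as was Jund with the filter on Kcnq1ot1, chosen after seeing the data (0.0050).

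For the 18 genes together, the log2 change was -1.03 against all other cells and -0.33 within libraries (ratio 0.794, 95% counting interval 0.685 to 0.914). By library the log2 change was -1.17 in mouse 1, 0.05 in mouse 2 and -0.64 in mouse 3 of 7 d and 0.21 in mouse 3 of 30 d, a mean of -0.39 ± 0.64 (SD, n = 4), so the direction did not hold in every library. In all cells, the summed level of these genes was 7385 to 12779 CPM in the 8 sums of plates 1 and 2 and 3102 to 5190 CPM in the 7 of plates 3 and 4, and the tail-like cluster had 4 cells from plate 1, 1 from plate 2, 11 from plate 3 and 24 from plate 4.

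**Figure D2:**
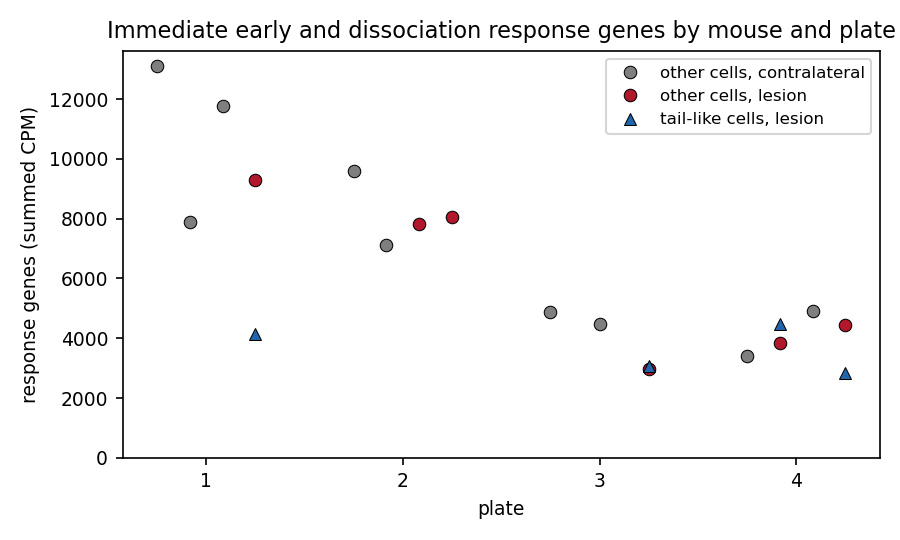
Summed level of the 18 response genes on the transcripts not used for clustering (vertical axis, CPM) by plate (horizontal axis), with circles for the other cells of each mouse and side and triangles for tail-like cells. The other lesion cells lie between 2978 and 9291 CPM, higher on plates 1 and 2 than on plates 3 and 4, and the triangle of mouse 2 of 7 d overlaps its circle.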

Analysis of the fold-change of the common genes showed that 70 of the genes were correspondingly up- or downregulated (Fig. 2d-h; Table 2). 

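The paper chose its 72 common genes on these samples, so their direction here is not independent evidence. In tail-like cells, 62 of the 72 could be tested on the transcripts that did not make the clusters, and all 62 moved as listed (48 of 48 higher and 14 of 14 lower), with a median log2 change of 0.80 in the listed direction. Of these, 29 changed over all genes tested and 48 when adjusted over the list alone. The list was called by camera and by fry at the threshold of 0.05. With fry it did not pass with Leiden communities (0.0629), without the filter on low counts (0.954), or without mouse 2 of 7 d (0.0903), mouse 3 of 7 d (0.0775) or mouse 3 of 30 d (0.112).

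In the sums over all cells of lesioned and contralateral FN, 71 of 72 genes went in the listed direction over both stages (56 of 56 listed as higher and 15 of 16 listed as lower). Of these, 11 changed over all genes and 38 when adjusted over the list alone, camera and fry called the list, and the number in the listed direction stayed between 65 and 72 under the alternatives. At 7 d 72 of 72 went in the listed direction, with 8 changed over all genes and 40 over the list alone, and fry called the list. At 30 d it was 64 of 72, with 2 and 13 changed, and the list was called by camera but not by fry. From 7 to 30 d the lesion effect became smaller in the listed direction for 52 of the 72, called by camera but not by fry.

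Of the genes marked in Table 2, the integrin gene Itgam (chromosome 7 of GRCm38, 128062640 to 128118491) rose by 0.66 in tail-like cells (adjusted p = 0.0404 from edgeR), a call that was lost whichever library was left out (0.0625 to 0.255). The complement genes C1qa (chromosome 4, 136895917 to 136898803; log2 0.46, adjusted p = 0.111) and C1qb (chromosome 4, 136880129 to 136886187; log2 0.43, adjusted p = 0.138) were higher in 4 of 4 libraries but not called. Under the alternatives, C1qa was called with all transcripts of a cell (0.0492), with clusters made without the 72 genes (0.0240) and with the filter on Kcnq1ot1, chosen after seeing the data (0.0072), and C1qb with seed 2 (0.0053) and with that filter (0.0065). Sparc (chromosome 11, 55394500 to 55423183) was higher in 3 of 4 libraries (log2 0.50, adjusted p = 0.104) and was called without mouse 3 of 30 d (log2 0.72, adjusted p = 6.3e-04) and with the same filter (2.0e-04).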

Similar to the outcome of a meta-analysis of transcriptomes from aging, primed and neurodegenerative conditions [19], our finding emphasizes that despite pathology-specific contextual differences, a strong consensus neurodegeneration-associated gene signature exists (Fig. 2c; Additional file 6: Table S2). We also validated our findings against a searchable database (http://research-pub.gene.com/BrainMyeloidLandscape) that is a curated compendium of mouse and human CNS myeloid cell expression profiles from various conditions of neurodegeneration or infection [9]. Taken together, this core signature we identified may hold promising therapeutic targets for relieving severe neuronal damage in related CNS disease phenotypes.

**Fig. 2:**
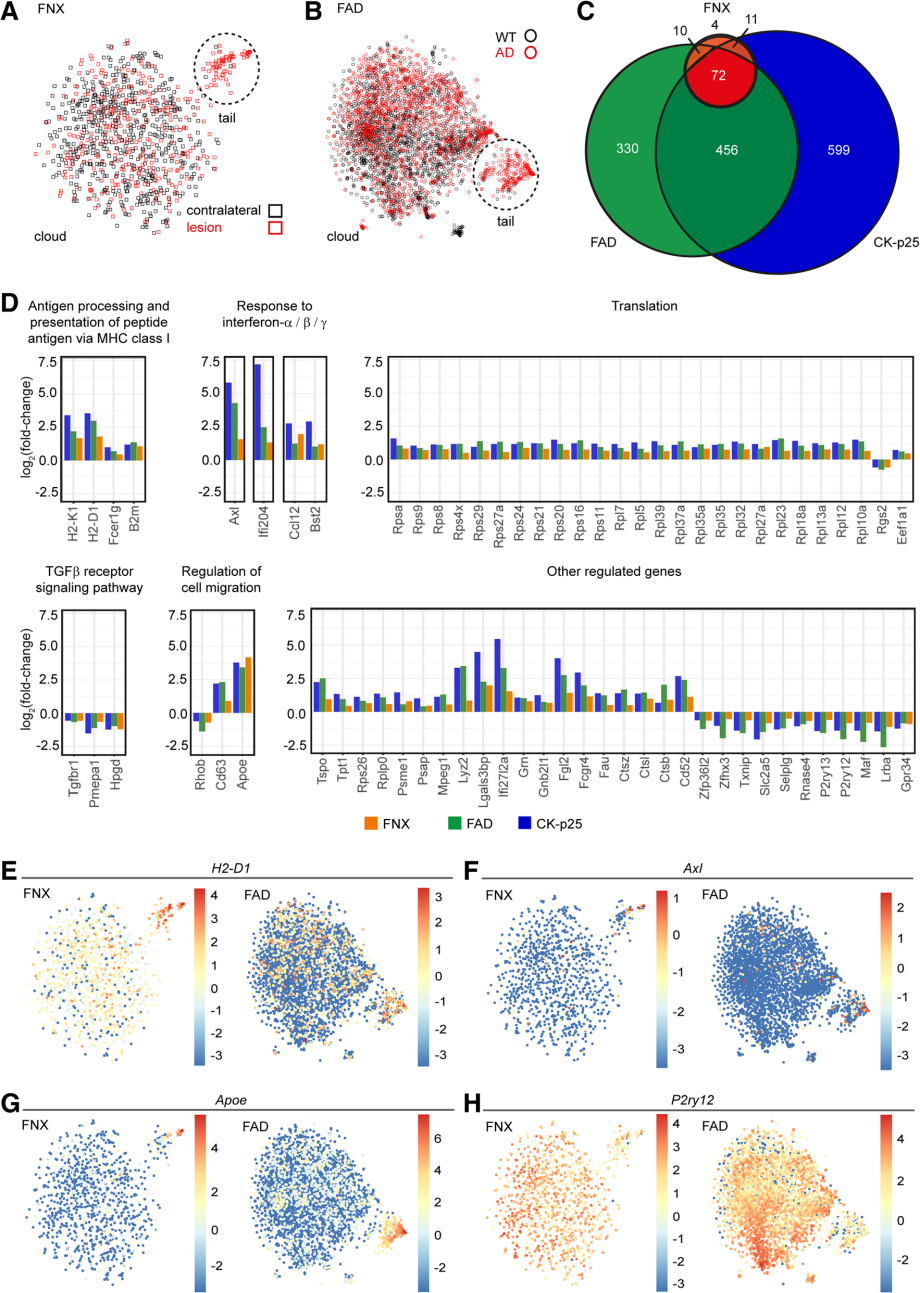
Comparative analysis of single-cell microglial transcriptomes from acute and chronic neurodegeneration models unveiled a common gene regulatory signature. **a-b** t-SNE maps of **a** 944 microglial cells from FNX acute neurodegeneration in susceptibility gene-free *CX*_*3*_*CR1*^*GFP/+*^ mice (as in Fig. 1d-e) and **b** 3896 microglial cells from chronic neurodegeneration FAD model [21] based on RaceID2 transcriptomic analysis. Cells from contralateral (black square) and lesion (red square) FN and cells from wild type (WT) controls (black circle) and AD transgenic (red circle) mice are distributed uniformly in the clouds. Neurodegeneration-associated groups formed distinct tail populations (dotted circles). **c** Comparative differential gene expression analysis of disease-associated clusters in susceptibility gene-free FNX (orange), chronic FAD (green, [21]) and severe CK-p25 (blue; [30]) neurodegeneration models identified 72 common differentially regulated genes (red). See Table 2 and Additional file 5: Table S1 for details. **d** Log_2_(fold-change) (y-axis) of 70 common neurodegeneration-associated genes (x-axis) identified in (**c**) that were similarly up- or down-regulated (represented as respective positive or negative values). Genes are categorized according to GO terms in panel titles. FNX (orange), FAD (green) and CK-p25 (blue). See also Table 2. **e-h** tSNE maps of common genes **e** *H2-D1*, **f** *Axl*, **g** *Apoe*, and **h** *P2ry12* shown in (**d**) depict their single cell expression in the FNX and FAD data sets. Color legends represent log_2_(transcript counts) across cells

**Table 2:**
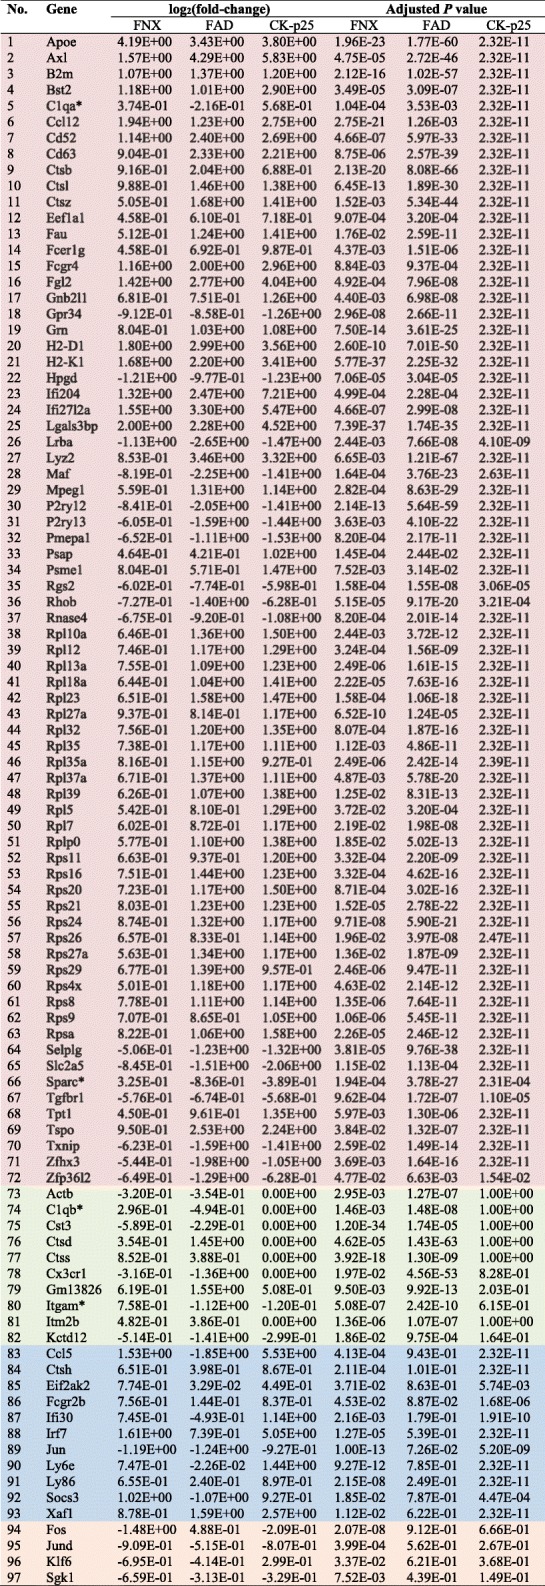
Microglia regulated disease-associated genes in models of neurodegeneration

Color code corresponds to Fig. 2c: common to FNX, FAD and CK-p25 (red); common to FNX and FAD (green); common to FNX and CK-p25 (blue); only regulated in FNX (orange). Negative values represent down-regulation. Asterisk (*) indicates different directionality of commonly regulated genes

### Recovery-associated microglial subset arises during injury resolution

Using the FNX model, we were able to track disease progression from peak of microgliosis (7 d after FNX) to clinical recovery (60 d after FNX) that is accompanied by the resolution of microgliosis starting at 30 d [43]. Such kinetics of microgliosis are in sharp contrast to mouse models of chronic or severe neurodegeneration in which the resolution of microgliosis is not observed [21, 23, 30]. Notably, bulk RNAseq analysis revealed no change in gene regulation between the lesion and contralateral FN in at 60 d after FNX [43]. Closer examination of neurodegeneration-associated tail microglial cells revealed that cluster C9 comprises transcriptomes from the 30 d lesion group (Fig. 1d-e; Table 1). 

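In the clustering used throughout there was a single tail-like cluster, so no cluster could be set apart as like C9. It drew 12 of its 40 cells from mouse 3 and 1 from mouse 1 of the 30 d lesion group, and 27 from the 7 d lesion group. A cluster was called C9-like when it was tail-like and had more Apoe and Ccl5 and less Cst3 and Sparc than the other tail-like clusters. With 12 clusters such a cluster held 11 cells, 1 from mouse 1 and 9 from mouse 3 of the 30 d lesion group and 1 from the 7 d lesion group. As a share of tail-like cells, this was 87.5% at 30 d (2 mice with tail-like cells) and 2.78% at 7 d (3 mice; two-sided exact permutation test, p = 0.2, which is the smallest that 2 mice against 3 allow). The 87.5% is the mean of 75% in mouse 3 (9 of 12 cells) and 100% in mouse 1, which had 1 tail-like cell. The 2.78% rests on 1 cell of mouse 3 of 7 d. The filter on Kcnq1ot1, chosen after seeing the data, gave 10 C9-like cells, 8 of them in mouse 3 and 1 in mouse 1 of the 30 d lesion group (44.0% of tail-like cells at 30 d and 1.96% at 7 d; two-sided exact permutation test, p = 0.2). Adding up the duplicated symbols, the setting of the first run, kept as an alternative after seeing the data, gave 12 C9-like cells. Of these, 9 were in mouse 3 of the 30 d lesion group (15.5 and 4.44%; two-sided exact permutation test, p = 0.4). None of these cells came from a contralateral FN. In these 3 settings, mouse 3 of the 30 d lesion group alone gave 9, 8 and 9 of the cells.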

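Levels of the genes concerned were compared over all cells of the lesioned and contralateral FN, with 3 mice per group. Apoe was at 1462 ± 1362 CPM in the 30 d lesion group (1058, 347 and 2981 CPM in the 3 mice), at 164 ± 142 CPM in the 30 d contralateral and at 584 ± 28.8 CPM in the 7 d lesion group. Its log2 change with the lesion at 30 d was 3.39 (standard error 0.56, adjusted p = 0.0035 from edgeR's quasi-likelihood test, higher in 3 of 3 mice), and it was not called without lesion mouse 3 (log2 2.35, adjusted p = 0.308) or contralateral mouse 1 (0.0636) or 3 (0.160), nor with DESeq2 (log2 3.18, adjusted p = 0.9999). At 7 d its log2 change was 2.42 (adjusted p = 0.0426), and this call was lost without lesion mouse 2 (0.186) or contralateral mouse 1 (0.287) or 3 (0.411), and with DESeq2 (0.174), with cells drawn down before the sum (0.0560) and with the filter on Kcnq1ot1, chosen after seeing the data (0.0596). A difference between the stages in the effect of the lesion on Apoe was not called (log2 0.97, standard error 0.82, adjusted p = 0.963). With this standard error a difference is neither shown nor excluded. Cells with at least 10 transcripts of Apoe numbered 17 in the 30 d lesion group, 13 of them in mouse 3, and 11 in the 7 d lesion group.

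Ccl5, a chemokine gene (chromosome 11 of GRCm38, 83525778 to 83530518), was too low to be fitted. The 30 d lesion group had 33 transcripts in 18 cells (8, 0 and 25 in the 3 mice), and the 30 d contralateral group 3 transcripts, a ratio of 11.5 (95% counting interval 3.61 to 58.7). The 7 d lesion group had 5 transcripts and the 7 d contralateral group 0, a ratio of 2.09 when 3 counts are put in place of the 0. The counting error of the 5 transcripts is left out there, so 2.09 is no lower limit. Counting intervals leave out the spread between mice: by mouse, Ccl5 stood at 32.4 CPM in lesioned and 3.77 CPM in contralateral FN (two-sided exact permutation test over 6 against 9, p = 0.0927). Between the 30 d and the 7 d lesion group it was 57.3 against 7.60 CPM (two-sided exact permutation test, 3 mice against 3, p = 0.4), with a ratio in transcripts of 9.31 (95% counting interval 3.61 to 30.5). These levels of Ccl5 are scaled to all transcripts.

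The protease inhibitor gene Cst3 (chromosome 2, 148871722 to 148875692) was at 25371 ± 2152 CPM in the 30 d lesion group, 32541 ± 3268 CPM in the 30 d contralateral and 32846 ± 2958 CPM in the 7 d lesion group. Its log2 change with the lesion at 30 d was -0.36 (standard error 0.10, adjusted p = 0.367, lower in 3 of 3 mice). It was called with mouse as a block (0.0342) and with the filter on Kcnq1ot1, chosen after seeing the data (0.0278). Sparc, which encodes osteonectin, was at 5292 ± 479 CPM in the 30 d lesion, 6258 ± 225 CPM in the 30 d contralateral and 7679 ± 446 CPM in the 7 d lesion group. Its log2 change at 30 d was -0.24 (standard error 0.12, adjusted p = 0.899, lower in 3 of 3 mice). When adjusted over the list alone, Apoe, Cst3 and Sparc all changed at 30 d (2.0e-06, 0.0013 and 0.0452), against 1 of the 3 over all genes; the paper picked these genes on the same samples, so this is not independent evidence. For the difference of the lesion effects between the stages, Cst3 (0.0098) and Sparc (4.7e-04) changed over the list alone, and Apoe (0.244) did not. Against the 7 d lesion group, the 30 d lesion group had log2 changes of 1.37 for Apoe (adjusted p = 0.368), -0.37 for Cst3 (0.273) and -0.54 for Sparc (0.0605). Over the list alone, all 3 changed in this comparison too (0.0049, 8.6e-04 and 1.4e-04 from edgeR), with the same limit. In 5 of the 15 fits with a library left out Sparc was called, those without 30 d lesion mouse 3 (0.0203), 7 d lesion mouse 1 (0.0299), 30 d contralateral mouse 2 (0.0278) or 3 (0.0386), or 0 d mouse 2 (0.0382), and Cst3 in the fit without 30 d lesion mouse 3 (0.0492). Of the alternatives, DESeq2 (0.0021), all 96 wells (0.0246), minimums of 1000 (0.0377) and 2000 transcripts (0.0440), a plate covariate (0.0164) and the filter on Kcnq1ot1 (0.0123) called Sparc, and that filter called Cst3 (0.0183). Apoe was called with a plate covariate (1.1e-04) and without the filter on low counts (1.6e-08). In tail-like against other cells, the log2 change of Cst3 was -0.51 (adjusted p = 0.0983), which was called without 30 d lesion mouse 3 (0.0075) and under 5 of 11 alternatives: DESeq2 (0.0294), all transcripts of a cell (0.0305), seed 2 (0.0338), no filter on low counts (0.0092) and the filter on Kcnq1ot1 (0.0050).

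**Figure D3:**
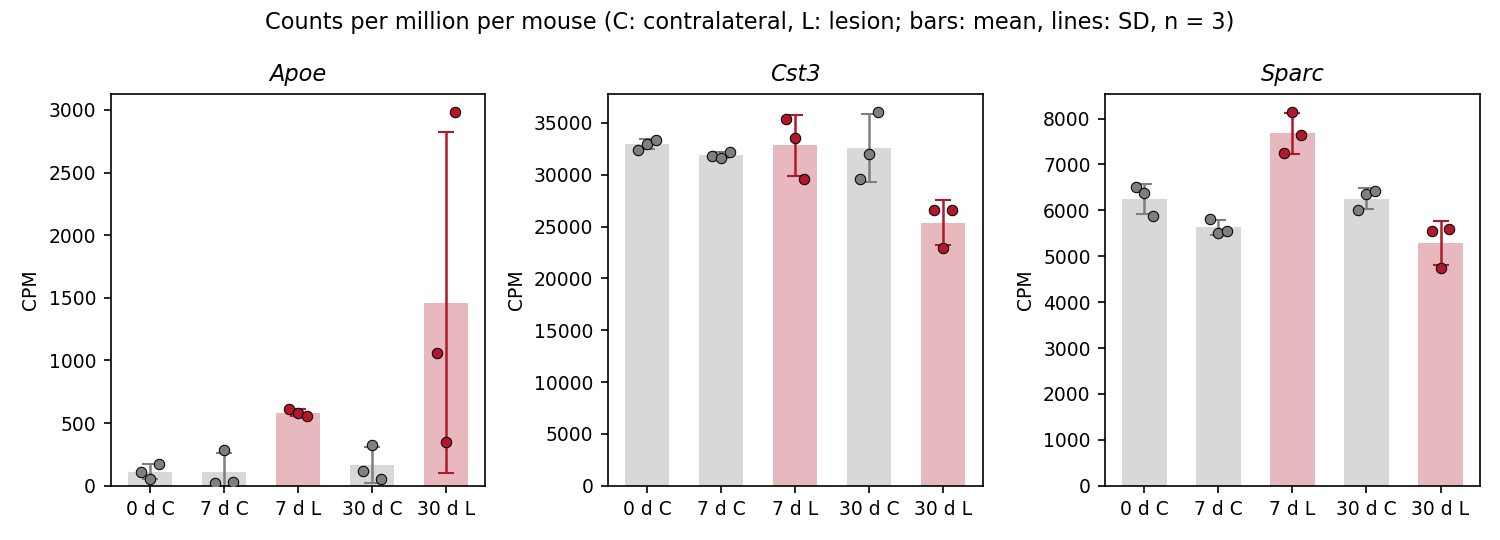
Level of Apoe, Cst3 and Sparc (vertical axes, CPM) in the 5 groups (horizontal axes; C, contralateral; L, lesion), with a point per mouse, bars for the means and lines for the SD (n = 3), which end at 0. The 30 d lesion points of Apoe lie at 1058, 347 and 2981 CPM, and Sparc is at 5292 CPM in the 30 d and 7679 CPM in the 7 d lesion group.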

Strong upregulation of *apolipoprotein E (Apoe*) and *chemokine ligand 5* (*Ccl5*) and down-regulation of *cystatin 3 (Cst3)* and *secreted* protein *acidic and rich in cysteine or osteonectin (Sparc)* in single microglial cells distinguished C9 from C4 and C8 in the tail (Figs. 1e, 3). High expression of *Apoe* and *Ccl5* is also in agreement with our previous findings from bulk RNAseq of sorted microglia from lesioned FN at 30 d after FNX [43]. The fraction of C9 microglia to all cells from 30 d lesion (Fig. 1d; Table 1) is reflected at the level of protein expression (Fig. 3f-g). Of note CCL5^+^ CD11b^+^ and APOE^+^ IBA-1^+^ microglial cells appear amoeboid, smaller, anucleated and possibly fragmented (Fig. 3f-g), suggesting a non-homeostatic (or transient and non-propagative) phenotype.

**Fig. 3:**
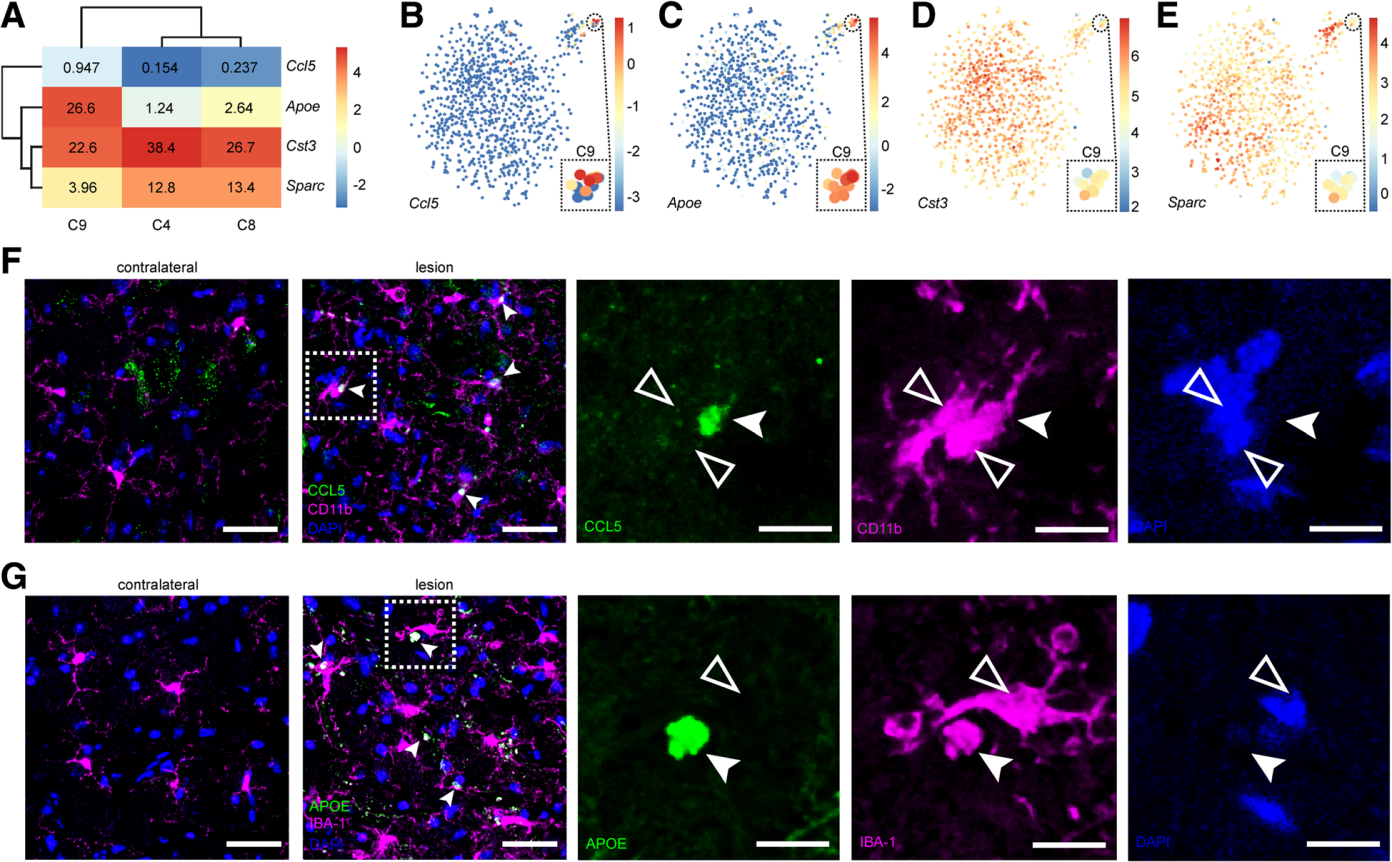
Emergence of a novel *Apoe*- and *Ccl5*-expressing microglial subset during recovery from neurodegeneration. **a** Heat map of four genes (*Ccl5*, *Apoe*, *Cst3* and *Sparc*) that distinguish the tail cluster C9 (representing onset of recovery, 30 d) from C4 and C8 (representing both peak of disease at 7 d and onset of recovery at 30 d). Mean expression values are indicated. Microglia that upregulate *Apoe* and *Ccl5* and down-regulate *Cst3* and *Sparc* map specifically to the 30 d lesion group corresponding to onset of recovery. See Fig. 1d-e. The color legend represents log_2_(transcript counts). **b-e** tSNE representations highlighting the strong upregulation of **b** *Ccl5* and **c** *Apoe* and downregulation of **d** *Cst3* and **e** *Sparc*. Transcript counts across cells are shown as log_2_(transcript counts) in color legends. **f-g** Confocal images of a subset of lesion-specific FN microglia expressing **f** CCL5 or **g** APOE (green; filled arrowhead) at the onset of recovery (30 d after FNX). Microglial cells visualized by **f** CD11b or **g** IBA-1 immunohistochemistry (magenta) that are nucleated (DAPI, blue) are indicated (open arrowhead). Scale bars, 30 μm (overview) and 10 μm (higher magnification of boxed area)

We believe that the interpretation of microglial upregulation of APOE during brain pathology is still up for dispute. High expression of APOE has been shown to be characteristic for a subtype of reactive microglia that appears in specific conditions of neurodegeneration in mice [6, 8, 19, 21, 23]. Multiple rodent studies demonstrated that genetic deletion or repression of APOE alleviated disease severity, as observed in the amelioration of experimental autoimmune encephalomyelitis (EAE) [25, 42], extension of lifespan in the SOD1 mouse model of amyotrophic lateral sclerosis [5], and protection from tau pathogenesis typical in AD [41]. These results thus suggest a detrimental role of APOE in neurodegeneration. Studies of human brain autopsies [36] and humanized mouse models of tauopathy [41] relating to AD have however shown that different isoforms of APOE may alternate between being a risk factor or neuroprotective. Since *Apoe* is highly expressed in mouse astrocytes and microglia [47] and mainly expressed by astrocytes in human [48], it is unclear if the ablation of APOE in some or all cell types contribute similarly to CNS pathology. 

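Trem2 (chromosome 17 of GRCm38, 48346401 to 48354147), which encodes the triggering receptor expressed on myeloid cells 2, was at 1379 ± 132 CPM in the 30 d lesion and 1351 ± 48.5 CPM in the 30 d contralateral group (SD, n = 3 mice). At 7 d it was at 1341 ± 30.7 CPM with the lesion and 1489 ± 88.2 CPM contralaterally, and at 0 d at 1453 ± 39.1 CPM. The log2 change with the lesion was 0.03 at 30 d (standard error 0.14, adjusted p = 0.993), -0.15 at 7 d (0.14, 0.883) and -0.06 over both stages (0.10, 0.944), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over both stages, fits with a library left out gave -0.08 to -0.02, and drawing the cells down to equal depth turned the value to 0.01. The lesion effects of 7 and 30 d differed by 0.18 (adjusted p = 0.970). In tail-like against other cells of the same libraries the log2 change was 0.14 (standard error 0.22, adjusted p = 0.766), at 2561 ± 302 CPM against 2328 ± 164 CPM (SD, n = 4 libraries), here scaled to the sum of the 624 tested genes, a scale apart from that of the levels above. A standard error of 0.14 leaves small changes at 30 d undetectable at this depth.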

In agreement with the observation that the upregulation of *Apoe* during the initial DAM activation in the FAD model is independent of triggering receptor expressed on myeloid cells 2 (Trem2) [21], the FNX-dependent upregulation of *Apoe* in cluster C9 from the onset of recovery corresponds with no change in *Trem2* expression (Additional file 5: Table S1). Our immunohistochemical results depicting C9 microglia that upregulate APOE (Fig. 3g) during recovery support the claim that switching on the TREM2-APOE pathway drives a non-homeostatic microglial phenotype [23]. However, could the higher frequency of *Apoe* upregulation during early disease stage in the FAD model [21] represent a recovery-promoting microglial subtype? In the EAE study, overall levels of APOE transcript and protein in rat spinal cord reduced at onset, elevated during peak, and plateaued at the end of disease [25]. Notably, a brain region-specific proteomic investigation of APOE protein levels and amyloid accumulation in three AD mouse models led the authors to predict that increased APOE detection drove amyloid clearance [40]. There are few clues to date regarding the functional or mechanistic role of the chemoattractant and activating cytokine CCL5 or RANTES [17] particularly in microglia. The down-regulation of *Cst3* seems to imply a loss of homeostatic microglial phenotype since it is typically considered a microglia signature gene [21]. Astrocyte-secreted SPARC protein was described to be antagonistic to synaptogenic function [24], however it is presently unclear if the down-regulation of *Sparc* in microglia during recovery plays a supportive role for synaptogenesis. Overall, it remains to be investigated whether microglia carrying the recovery-associated gene signature are targeted for removal by local apoptosis and/or emigration [43] during reinstatement of steady state microglial network that accompany CNS regeneration.

## Conclusion

In conclusion, our combinatorial analysis of microglia gene expression profiles across neurodegeneration models strongly implicates APOE in disease modulation. However, our FNX model opens a new window for further investigation into the significance of this and other pathways during microglia-directed disease amelioration and recovery of CNS health.

## Additional files

Additional file 1: **Figure S1.** Heat map of 101 differentially expressed genes that distinguish the cloud and tail (comprising C4, C8 and C9) transcriptomes from the FNX neurodegeneration model depicted across clusters 1 to 10 based on Benjamini-Hochberg-corrected *P* < 0.05. The color legend represents log_2_(transcript counts).

Additional file 2: **Figure S2.** Gene Set Enrichment Analysis of all differentially expressed genes that distinguish the cloud and tail (comprising C4, C8 and C9) transcriptomes from the FNX neurodegeneration model depicted across clusters 1 to 10 based on Benjamini-Hochberg-corrected *P* < 0.1. The color legend represents the *P*-values.

Additional file 3: **Figure S3.** MA plot of the 101 differentially expressed genes that distinguish the cloud and tail (in Fig. 1d-e) in the FNX neurodegeneration model. Genes that also distinguish the cloud and tail clusters in the FAD data set (in Fig. 2b) are indicated here as common genes (blue). Upregulated (green) and down-regulated (red) genes with a minimum of two-fold change (Benjamini-Hochberg-corrected *P* < 0.05) and non-regulated expressed genes (gray) are shown.

Additional file 4: **Figure S4.** Box plot of unique molecular identifiers (UMIs) detected from each single microglial cell in the FNX and FAD neurodegeneration models.

Additional file 5: **Table S1.** Fold changes and adjusted *P* values of all 5820 genes included in the comparative transcriptomic analysis.

Additional file 6: **Table S2.** Overlap of the 72 common differentially regulated genes (Fig. 2 and Table 2) with the consensus microglia gene expression signature induced by aging, primed and neurodegenerative conditions reported in Table S5 [19].

How the deposited data were processed for this re-analysis (not part of the article)

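The data are 16 single-cell RNAseq libraries of microglia from the FN of mice at 0, 7 and 30 d after FNX. The mapping of libraries to group, mouse, side and plate was taken from the sample labels and the paper, and the pair of libraries from the third mouse of 0 d was treated as 1 mouse. Each library lists 96 barcodes of sorted wells and 96 barcodes that were not used. The deposited values are expected counts in the sense that the authors converted numbers of UMIs to transcript counts by binomial statistics; they aligned reads with bwa to RefSeq gene models of mm10, merged the isoforms of a gene, discarded reads that mapped to several loci and applied no scaling for depth. The values cover 16327 genes and 88 spike-ins. Genes are named by the files' symbols, 4 of which stand on more than 1 chromosome and were kept apart. Positions are those of GENCODE vM21 on GRCm38. Spike-ins were left out of all sums.

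Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and cluster 2.1.8.1. Cells with at least 1500 transcripts were kept, the depth to which the authors drew their cells down. The paper's text gives no other quality threshold. No doublet caller was run, since cells had been sorted singly into wells. For the clusters, 1500 transcripts were drawn from each cell without replacement, genes with at least 5 drawn transcripts in at least 1 cell were kept, and the pam function was run with k = 10 on 1 minus Pearson's correlation, with seed 1. This stands in for RaceID2, which was not run. A first run with the same seed, in which the 4 duplicated symbols had been added together, gave other clusters, and it is kept as an alternative. Clusters were named from lists of marker genes: tail-like microglia, homeostatic microglia, border-associated macrophages, monocytes, T or NK cells, B cells, granulocytes, astrocytes, oligodendrocytes, neurons, endothelial cells, proliferating cells, and the immediate early or dissociation response. A cluster was tail-like when at least 3 of the 21 tail-like markers were among its 10 leading genes (fold over the other cells with a pseudocount of 0.05, mean above 0.5), no other list had more, and at least 3 of the markers were detected. The naming rule was set after clusters had been seen. Of the 21 tail-like markers, 18 are among the 72 common genes of the study.

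For comparisons between groups, rounded counts were summed over the cells of each mouse and side, which gave 15 sums. They were fitted over all 5 groups with edgeR's quasi-likelihood method (filterByExpr, TMM), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The comparisons were lesion against contralateral at 7 d, at 30 d and over both, the difference between the effects of both stages, the contralateral groups of 7 and 30 d against 0 d, and the 30 d against the 7 d lesion group. Tail-like cells were compared with other cells of the same library on the transcripts that had not been drawn for the clusters, in libraries with at least 3 tail-like cells, with mouse as a block. Sets of genes were tested with camera at a correlation of 0.01 and with fry. Shares of cells were compared by exact permutation of mice, two-sided; with 3 mice against 3 no p below 0.10 is possible. Cells were never taken as replicates. Intervals and limits on counts are at 95% and cover counting error only; an observed count of 0 was taken to allow 3.

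The paper states that both FN of 7 and 30 d came from the same mice. The deviations of the genes from their group mean correlated by 0.159, 0.0625 and 0.0210 between both FN of the 3 mice of 7 d and by 0.0303, 0.0389 and 0.123 at 30 d, across genes, which are not independent replicates. The pairing was used as an alternative, with mouse as a block. The paper states an age of 8 weeks at FNX and the labels give an age of 12 weeks.

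Genes named in the text are Apoe, Ccl5, Cst3, Sparc, Axl, Ccl12, H2-K1, H2-D1, Ctss, Maf, P2ry12, Gpr34 and Trem2, which the paper names and whose values in its tables had been seen; for each comparison up to 5 genes with the largest increase and 5 with the largest decrease among those past the threshold, changed the same way in every mouse and at 50 CPM or more in the mean (scaled to the sum of the genes past the filter, which are fewer for tail-like cells); Fos, Jund, Klf6 and Sgk1 and the genes marked in Table 2; and lists of genes as counts. Between groups of different mice, the same way in every mouse was read as every library of the first group lying beyond every library of the second. Further genes are named with the statement that they were chosen after their values were seen. The rule, the comparisons, the marker lists and most alternatives were set before the data were examined.

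The alternatives were the UMIs before conversion, cells with at least 1000 or 2000 transcripts, all 96 wells, cells drawn down before the sum, a plate covariate, mouse as a block or no block, only the groups compared, DESeq2, RLE size factors, library size only, no filter on low counts, 8 and 12 clusters, 4 other seeds, Spearman's correlation, Leiden communities (2000 genes, 20 components, 15 neighbours, resolution 1), clusters without the 72 genes or without the 81 ribosomal protein genes, all transcripts of a cell, libraries with at least 5 tail-like cells, a paired sign-flip test, and each library left out in turn. A filter on Kcnq1ot1 (6 genes dropped, cells with less than 2% of Kcnq1ot1 kept) and the comparison of genes in clusters made without ribosomal protein genes were chosen after seeing the data. The duplicated symbols added together were the setting of the first run and were kept as an alternative after seeing the data.

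The methods were tested on simulated data with 188 of 5094 tested genes changed 4-fold. At 7 d, 85.6% of them were called, at 30 d 75.5% and over both stages 97.9%, with 6.40, 5.33 and 3.66% of calls false, and 0 genes were called where none had changed. For tail-like cells, 87.8% of 41 changed genes were called, with 2.70% of calls false. The simulated libraries were independent, with a biological coefficient of variation of 0.3 for every gene and no effect of plate or mouse. In the data, 84 genes differed between plates 1 and 2 and plates 3 and 4. The 72 common genes had a median log2 change of 0.80 in tail-like cells, below 4-fold. The simulated rates therefore do not carry over to the data.

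The t-SNE maps, the surface markers of the index sort, the gene sets other than ribosomal protein genes and the FAD and CK-p25 data were left out, since the files do not hold them or no annotation of them was at hand. Of Table S1, the first 1999 rows could be read, a part of the table, and only the values of single genes were taken from it.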

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

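The comparisons of plates 1 and 2 with plates 3 and 4 and the rule for excluding other cell types were chosen only after the result had been seen. In 72 groups of samples the most distant value was examined, and chance alone gives an outlying value in about 1 of 20 such groups, so some of the 5 found here may be due to chance; the values are given with what can be said of each.

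The lesioned FN of mouse 3 at 30 d had Apoe at 2981 CPM, against 347 to 1058 CPM in the other 5 lesioned FN. The 3 cells with the most Apoe held 36.6% of its 554 transcripts in this library, and 13 of its 82 cells had at least 10, so the level does not rest on a few cells alone. Of the 13 tail-like cells of 30 d, 12 were in this library. Cells of another type would bring their own abundant transcripts. The tail-like cells of the 4 lesioned FN with at least 3 of them were pooled and set against the other cells of the same libraries. There the listed genes of border-associated macrophages stood at 1.05 times and those of monocytes at 0.437 times the level of the other cells (3 transcripts for monocytes). Those of T or NK cells stood at 1.26 times (6 transcripts) and those of astrocytes at 0.717 times. These values argue against each of them as the source of the Apoe level of the pooled cells, and leave a minority of such cells open. The pool also holds the 3 lesioned FN of 7 d, and the library of mouse 3 at 30 d was not tested alone. Other cell types therefore stay open for its Apoe level. A difference between mice at 30 d stays open and was not tested, and with 3 mice the stage and the mouse cannot be separated for this value.

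Irf7 was at 80.8 CPM in the contralateral FN of mouse 2 at 30 d, against 0 to 28.1 CPM in the other 8 contralateral FN. The value rests on 8 transcripts, and this library had the fewest cells of its group, 42. Neither a technical nor a biological explanation was tested.

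Hspa1a was at 549.6 CPM in the lesioned FN of mouse 1 at 7 d (next highest lesioned FN 152 CPM) and at 757 CPM in its contralateral FN (next highest contralateral FN 383 CPM). Both FN are of a single mouse and lay on plate 1. Hspa1a and Hspa1b are near-identical paralogs (chromosome 17, 34969190 to 34972156 and 34956436 to 34959238), and since reads that map to several loci were discarded, their counts are uncertain. Response genes as a group were higher on plates 1 and 2, with a median log2 change of -1.21 from plates 1 and 2 to plates 3 and 4, but these plates were compared because the genes had been seen to differ. A difference in how the libraries were handled and a property of this mouse both stay open.

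Gm3002 was at 635 CPM in the contralateral FN of mouse 1 at 30 d, against 357 to 469 CPM in the other 8 contralateral FN. It belongs to a multicopy family, and the number of its placed reads is uncertain, since reads of several loci were discarded. No biological explanation was tested.

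For Sparc the effect of the lesion differed in sign between the stages in every mouse: higher in 3 of 3 mice at 7 d and lower in 3 of 3 at 30 d. The difference of the effects was -0.69 on the log2 scale (standard error 0.16), with an adjusted p of 0.828 over all genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under the alternatives the adjusted p ran from 0.0224 with mouse as a block, through 0.0374 with a plate covariate, to 0.9998 without the filter on low counts, and with each library left out the difference stayed between -0.75 and -0.63. Sparc was 1 of 33 named genes with opposite directions in all mice. Over all genes, 206 of 5304 (3.88%) were opposite, where 3.125% would be by chance. With the plate covariate the difference was also -0.69, so it does not follow the plates. A real difference between 7 and 30 d stays open and was not tested further.

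Of the 20 genes that were higher in lesioned FN over both stages, 13 are in Table 2 or the text of the paper, 11 of these among the 72 common genes, and 7 are in neither. The 7 genes were chosen by this criterion after their values had been seen. They are Ifitm3 (log2 2.87, adjusted p = 3.0e-05, higher in 6 of 6 mice), C4b (chromosome 17, 34728380 to 34743882; 3.92, 2.8e-04, 6 of 6), Rsad2 (chromosome 12, 26442746 to 26456452; 3.92, 0.0035, 5 of 6), Mx1 (chromosome 16, 97447035 to 97462907; 2.14, 0.0244, 6 of 6), Apobec1 (chromosome 6, 122577792 to 122602444; 0.74, 0.0379, 6 of 6), Ifit3 (chromosome 19, 34583531 to 34588731; 1.52, 0.0442, 5 of 6) and Ifit1 (chromosome 19, 34640871 to 34650009; 2.25, 0.0495, 5 of 6), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a plate covariate all 7 were called. The 40 tail-like cells held 10.6% of all transcripts of the lesioned FN and 14.4 to 57.6% of the transcripts of these genes. The number of genes changed over both stages was reached by 1 of 32 splits that swap sides within mice, the real one, and the highest of the others had 18 genes. This share, below 0.05 and the smallest that 32 splits allow, argues against chance for the number as a whole without excluding it, and says nothing of each gene. Among 100 splits of any kind within the stages, 3 had as many genes, the real one included, and the highest had 34. The lists of other cell types were tested in tail-like cells, and for 6 of the 7 genes most transcripts lay in other cells, for which no other cell type was tested. An interferon response of microglia to the lesion and cells of other types both stay open.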

How the results depend on the processing

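The filter on Kcnq1ot1 and the comparison of genes in clusters made without ribosomal protein genes were chosen after seeing the data. The duplicated symbols added together were the setting of a first run, before the clustering used throughout, and were kept as an alternative after seeing the data. The naming rule for tail-like clusters was set after clusters had been seen. The other alternatives were set earlier.

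Of 1074 values recomputed under an alternative, 949 kept their direction and their side of the threshold or stayed within the spread, 51 lost their call, 17 gained one, 52 were numbers of genes that moved by more than a factor of 1.5 and 5 reversed. Where no construction is named, the cause was not tested.

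The tail-like share of cells, lesion minus contralateral, was 8.68 points, with p = 0.0040 by exact permutation. It lost its side of the threshold with the duplicated symbols added together (7.36 points, exact permutation p = 0.187) and in the paired sign-flip test by mouse, which uses the replicate block (8.68 points, exact permutation p = 0.0625). The cause was not tested for the first. The second could not pass the threshold by construction, since 1 of the 6 pairs is 0 against 0 and the pairs allow no smaller p. All other clusterings gave 7.24 to 20.9 points and p of 0.0220 or less, and leaving out each library in turn gave 7.09 to 10.4 points. With a library left out, the difference at 30 d ran from 0.877 (without lesion mouse 3) to 8.19 points, and that at 7 d from 9.52 to 15.4. Under the alternatives they ran from 3.54 to 13.0 and from 7.06 to 33.3.

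The number of genes changed between tail-like and other cells was 59. It was 32 with DESeq2, 110 with the Kcnq1ot1 filter, 129 with all transcripts of a cell, 31 in libraries with at least 5 tail-like cells (3 libraries by construction), 14 without the filter on low counts (12205 genes tested by construction) and 9 to 38 with a library left out. The cause was not tested beyond that. Without the filter the median log2 change of all genes was -0.87, and C1qa in tail-like cells (-0.0748), C1qb in tail-like cells (-0.11), Sparc in tail-like cells (-0.0644) and Trem2 in tail-like cells (-0.36) had the reverse sign, though each lay above that median.

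The genes changed in lesion at 7 d numbered 12, and 20 with all 96 wells, 19 in cells with at least 2000 transcripts, 28 without the filter on low counts, 36 with a plate covariate, 33 with the replicate block (mouse as block), and 4 to 26 with a library left out. With cells down-sampled before the sum, edgeR called 0, with 237 genes at an unadjusted p below 0.05; fewer transcripts enter there by construction. DESeq2 called 17 in the full sums. The genes changed in lesion at 30 d numbered 2, and 1 with DESeq2, 6 with the Kcnq1ot1 filter, 13 without the filter on low counts, 7 with a plate covariate, 8 with the replicate block (mouse as block) and 0 to 4 with a library left out. The genes changed in lesion over both stages numbered 20, and 10 with cells down-sampled before the sum, 39 with a plate covariate, 45 with the replicate block (mouse as block) and 12 to 29 with a library left out. The cause was not tested.

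The genes whose lesion effect differs between 7 d and 30 d numbered 0, and 2 without the filter on low counts, 1 with a plate covariate and 1 with the replicate block (mouse as block). The genes changed contralaterally at 7 d against 0 d numbered 0, and 4 without the filter on low counts, 1 with a plate covariate and 0 to 2 with a library left out (2 without mouse 1 of 0 d). The genes changed contralaterally at 30 d against 0 d numbered 1, and 0 with DESeq2, the Kcnq1ot1 filter, cells down-sampled before the sum or only the groups compared, 3 without the filter on low counts, 11 with a plate covariate and 0 to 1 with a library left out. The cause was not tested.

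Trem2 in lesion went from -0.06 to 0.0121 with cells down-sampled before the sum; both lie within the standard error of 0.10. Apoe over both stages kept its direction and call under every alternative run, between 2.40 and 3.94. For the C9-like share there was no main value, since the clustering used throughout gave no such cluster. Its alternatives gave, at 30 d against 7 d, 87.5 against 2.78% of tail-like cells with 12 clusters, 44.0 against 1.96% with the Kcnq1ot1 filter and 15.5 against 4.44% with the duplicated symbols added together.

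Depth limits what could be seen. Ccl5 had 33 transcripts in the 30 d lesion group, and Fos had 4 in tail-like cells outside the clustered transcripts. A cluster with 0 of 39 cells leaves a share of up to 7.69% possible.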

Differences from the paper's values

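The Kcnq1ot1 filter was chosen after seeing the values. The duplicated symbols added together were the setting of a first run, before the clustering used throughout. They were kept as an alternative after its values had been seen, and below they are called chosen after seeing the values in this sense. The naming rule for tail-like clusters was set after clusters had been seen. All other alternatives named here were set before the data were examined. A number of cells counts as different when it lies beyond a factor of 1.5 of the paper's value and also further from it than the SD between the mice of the group under that setting, a number of genes when it lies beyond a factor of 1.5, and a log2 change when it lies further from the paper's value than the SD between the 4 libraries. With 3 mice this SD can be large, so a value within the tolerance need not be near the paper's.

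Numbers of cells. For mouse 2 of the 0 d contralateral group the paper's Table 1 gives 31 cloud cells, and 66 cells lay outside the tail-like cluster here. Cells with at least 2000 transcripts (59) fell within the tolerance, as did the Kcnq1ot1 filter (31), which was chosen after seeing the values; the 11 other settings kept the difference. For mouse 1 of the 30 d lesion group the paper gives 37 and the value here was 56. Leiden communities (49), Spearman's correlation (47), cells with at least 2000 transcripts (49), and the Kcnq1ot1 filter (41) and the duplicated symbols added together (52), both chosen after seeing the values, fell within the tolerance, and the 8 other settings did not.

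Tail cells in lesioned FN. The paper gives 10 tail cells for mouse 1 of 7 d and 4 were found here. Leiden communities (9), clusters without the 72 genes (6), seeds 3 and 5 (5 and 13), and the Kcnq1ot1 filter (11) and the duplicated symbols added together (12), both chosen after seeing the values, fell within the tolerance, and the other 7 settings did not. Among these 7, seed 4 and 12 clusters also gave 5, with a smaller SD between the mice than seed 3. For mouse 2 of 7 d the paper gives 22 and 11 were found. Leiden communities (34), and the Kcnq1ot1 filter (22) and the duplicated symbols added together (20), both chosen after seeing the values, fell within the tolerance, and the other 10 settings did not. For mouse 3 of 30 d the paper gives 27 and 12 were found. Leiden communities (33), Spearman's correlation (32), and the Kcnq1ot1 filter (21) and the duplicated symbols added together (34), both chosen after seeing the values, fell within the tolerance, and the other 9 did not.

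Tail cells in contralateral FN. The paper's Table 1 lists 2 tail cells for mouse 1 and 4 for mouse 3 of 0 d, 1, 2 and 1 for mice 1, 2 and 3 of 7 d, and 1 for mouse 2 of 30 d, and 0 were found here in each. For mouse 1 of 0 d, Leiden communities (2), seed 5 (1), and the Kcnq1ot1 filter (2) and the duplicated symbols added together (6), both chosen after seeing the values, fell within the tolerance. For mouse 3 of 0 d the difference stayed under all 13 settings. For 7 d, values fell within the tolerance in mouse 1 with Leiden communities (5), Spearman's correlation (2), the Kcnq1ot1 filter (1) and the duplicated symbols added together (5), in mouse 2 with seed 5 (2) and the Kcnq1ot1 filter (3), and in mouse 3 with Spearman's correlation (4), seed 5 (0) and the Kcnq1ot1 filter (0), of which the Kcnq1ot1 filter and the duplicated symbols were chosen after seeing the values. For mouse 2 of 30 d this was so with Leiden communities (4), seeds 3 and 5 (1 and 0), and, chosen after seeing the values, the Kcnq1ot1 filter (0) and the duplicated symbols added together (3). Where such a setting gave 0, the number itself was unchanged, and only the SD between the mice was larger. The other settings kept each difference.

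Genes between tail and cloud. The paper gives 101 changed genes and the value here is 59. The paper's test took cells as replicates, while here each library was a replicate, and the paper's tail also held cells of contralateral FN. All transcripts of a cell (129) and seed 2 (70) fell within the factor of 1.5, as did the Kcnq1ot1 filter (110), which was chosen after seeing the values and drops 4 of the 29 common genes called here while it calls 52 of the 72. The other 12 settings kept the difference.

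Fold changes. The paper's Table S1 gives a log2 change of 4.19 for Apoe between tail and cloud, and the value here is 2.57. The paper compares all tail with all cloud cells, contralateral ones included, while here tail-like and other cells of the same 4 lesioned FN were compared on the transcripts not drawn for the clusters. Leiden communities (3.45), libraries with at least 5 tail-like cells (2.91) and leaving out mouse 1 of 7 d (2.91) fell within the tolerance without reaching 4.19. The last of these keeps the same libraries as the minimum of 5 tail-like cells, so both are the same fit. The 12 other settings did not fall within the tolerance. For Ctsl the paper gives 0.988 and the value here is 1.33. Leiden communities (0.94) and clusters without the 72 genes (0.88) fell within the tolerance, and the 13 others did not.

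Single genes. Some genes of the paper were not called here in tail-like against other cells but were called under some settings, with edgeR's adjusted p unless DESeq2 is named. Lower Cst3 was called with DESeq2 (0.0294), all transcripts of a cell (0.0305), seed 2 (0.0338), no filter on low counts (0.0092), without mouse 3 of 30 d (0.0075) and with the Kcnq1ot1 filter (0.0050), the last chosen after seeing the values. Higher C1qa was called with all transcripts of a cell (0.0492), clusters without the 72 genes (0.0240) and, chosen after seeing the values, the Kcnq1ot1 filter (0.0072). Higher C1qb was called with seed 2 (0.0053) and, chosen after seeing the values, the Kcnq1ot1 filter (0.0065). Higher Sparc was called without mouse 3 of 30 d (6.3e-04) and, chosen after seeing the values, with the Kcnq1ot1 filter (2.0e-04). Lower Jund and lower Maf were called with Leiden communities (0.0058 and 0.0125) and, chosen after seeing the values, the Kcnq1ot1 filter (0.0050 and 0.0016), and lower Sgk1 with Leiden communities (0.0072). The Kcnq1ot1 filter drops 4 of the 29 common genes called here. Between lesioned and contralateral FN of 30 d, lower Cst3 was called with mouse as a block (0.0342) and, chosen after seeing the values, with the Kcnq1ot1 filter (0.0278). The other settings left each of these genes uncalled.

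Statements. The paper states that tail cells came solely from lesion groups, while its Table 1 also lists contralateral tail cells; here all 40 tail-like cells were from lesioned FN. This was also so with 8 and 12 clusters, seed 4, cells with at least 2000 transcripts and clusters without ribosomal protein genes. Contralateral against lesion, tail-like cells numbered 1 against 34 with seed 2, 2 against 46 with seed 3, 2 against 41 without the 72 genes, 13 against 51 with seed 5, 57 against 118 with Leiden communities, 83 against 145 with Spearman's correlation, and, chosen after seeing the values, 12 against 73 with the Kcnq1ot1 filter and 88 against 88 with the duplicated symbols added together. The paper finds a tail cluster C9 made of 30 d lesion cells; in the clustering used throughout, with 10 clusters, none was found here. With 12 clusters 11 cells formed such a cluster, 10 of them from 30 d. So did, with 10 clusters and chosen after seeing the values, 10 cells with the Kcnq1ot1 filter, 9 of them from 30 d, and 12 cells with the duplicated symbols added together, 10 of them from 30 d.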

Other observations

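The comparisons between plates, with their tests by response genes, by depth and by other splits, were chosen only after the result had been seen, as was the rule for excluding other cell types, and the other tests were set earlier.

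Other cell types. Tail-like cells could be another cell type that carries Apoe, or microglia with RNA of other cells. An explanation was set aside when the interval of its list lay below the lower bound of Apoe, which was 7.19 times the level of the other cells of the same libraries (95% counting interval 6.19 to 8.31). The rule had a further condition, which was met and is left out here. The ratios and numbers of transcripts are those of the 4 lesioned FN with at least 3 tail-like cells, and the CPM of single genes are those of all 40 tail-like cells, which include 1 cell of a further FN. The list of border-associated macrophages had a ratio of 1.05 (0.602 to 1.71; 16 transcripts, with Cd74 at 103 against 31.2 CPM in the other lesion cells, Stab1 at 85.7 against 200.3, H2-Ab1 at 68.5 against 8.90 and Cd163 at 17.1 against 31.2), that of monocytes 0.437 (0.0901 to 1.28; 3 transcripts, with Itga4 at 34.3 against 75.7 CPM and Ms4a4c at 34.3 against 17.8), that of T or NK cells 1.26 (0.464 to 2.75; 6 transcripts, all Cd3d, at 103 against 77.9 CPM) and that of astrocytes 0.717 (0.358 to 1.28; with Slc1a2 at 103 against 129 CPM and Slc1a3 at 103 against 145). These values argue against each of the 4 as the source of the pooled Apoe level. They do not exclude a minority of such cells, since lists were summed and Cd74 and H2-Ab1 were higher, on 6 and 4 transcripts. Of the listed genes, 10 of 12, 8 of 10, 8 of 9 and 6 of 9 were in the files. Contralateral cells also showed 9, 6, 7 and 4 genes of these lists. No gene of the 4 lists is on another list or among the 72 common genes.

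The other lists gave 1.23 (0.150 to 4.46) for B cells, 0.984 (0.735 to 1.29) for granulocytes, 0.498 (0.183 to 1.08) for oligodendrocytes, 0.905 (0.414 to 1.72) for neurons, 1.15 (0.729 to 1.73) for endothelial cells, with all transcripts from Bsg alone, and 0.823 (0.394 to 1.51) for proliferating cells. The tail-like list, 18 of whose 21 genes are among the 72 common genes, stood at 2.28 (2.20 to 2.37) and the homeostatic list, of which 5 of 14 are, at 0.8996 (0.870 to 0.930).

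The 11 C9-like cells found with 12 clusters had Apoe at 44.4 times (38.5 to 50.9; 206 transcripts) and Ccl5 at 39.6 times (12.9 to 92.5; 5 transcripts) the level of the other lesion cells, and Cst3 at 0.532 times (0.454 to 0.618) and Sparc at 0.454 times (0.307 to 0.649). The cluster was chosen by these 4 genes, so these ratios restate the choice and test nothing. Their tail-like list stood at 3.16 and their homeostatic list at 0.543 (0.492 to 0.599). The lists of border-associated macrophages gave 0.655 (0.0793 to 2.37), of monocytes 1.65 (0.200 to 5.96), of T or NK cells 0 (up to 4.18), of B cells 0 (up to 9.75), of granulocytes 1.14, of astrocytes 1.26 (0.343 to 3.22), of oligodendrocytes 0.793, of neurons 0.466, of endothelial cells 3.07 (1.53 to 5.49), of proliferating cells 0.404 and of the response genes 0.525 (0.366 to 0.730). Most of these cells are of 1 mouse, and no other cell type was tested beyond these lists.

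Response genes in tail-like cells. The 18 immediate early or dissociation response genes were lower in tail-like cells than in all other cells. If handling differed between libraries, cells of the same library would differ little. Within libraries the ratio was 0.794, lower in 2 of 4 libraries, and the other lesion cells of the 6 libraries differed among themselves by 1.64 on the log2 scale. The ratio leaves both handling and a difference of the tail-like cells open, and they cannot be told apart with 4 libraries.

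Plates. Libraries of plates 3 and 4 were compared with those of plates 1 and 2 in a fit with the groups as terms. Of 5304 genes, 84 changed, 12 higher and 72 lower on plates 3 and 4, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. All 17 tested response genes were lower and called, with a median log2 change of -1.21, and camera and fry called the list. Mean summed levels were 10593, 8182, 4297 and 4118 CPM on plates 1 to 4. With every cell drawn down to equal depth the median was -1.16 and 54 genes changed, with the list called by fry, so depth is argued against. Among 100 splits with as many libraries of each group, only the real one, 1 split, had as many changed genes, the others having at most 6. The plates were set against each other because the response genes had been seen to differ. The rank among the splits is therefore no test of chance, and the median of -1.21 is no test of a difference in handling. Both stay open. The plates also differ in mouse, and no record of the day of preparation was at hand.

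Other splits. The 20 genes changed over both stages were reached by 1 of 32 splits that swap the sides within mice, the real one, and by 3 of 100 splits of any kind within the stages. Both shares are below 0.05, which argues against chance without excluding it. Among the swaps within mice, 1 of 32 is the smallest share possible, and the highest other split had 18 genes. Of the splits of any kind, 2 had more genes than the real one, with 34 and 32. They put mostly libraries of plates 3 and 4 on the lesion side, so they follow the plates; with a plate covariate the real split had 39 genes, and among the 18 splits of the 100 that part every pair, only the real split, 1, had as many. At 7 d and at 30 d the real split was the largest, 1 of 10 each, at 10 splits the smallest share is 0.1, so chance cannot be excluded. The contralateral count for 30 d against 0 d was reached by 3 of 10 splits, with too few splits to exclude chance. For 7 d against 0 d and for the difference of the lesion effects the real count was 0. Every split reaches 0 by construction (10 of 10 each), so these splits decide nothing. For tail-like against other cells the real labels were the largest, 1 of 8 swaps within libraries, and 8 swaps are too few to exclude chance.

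Contralateral FN. Between contralateral FN of 7 d and 0 d, edgeR called 0 of 5304 genes (170 at an unadjusted p below 0.05) and DESeq2 0 (58 at an unadjusted p below 0.05). Without mouse 1 of 0 d, edgeR called 2. Between 30 d and 0 d edgeR called 1, Hspa1b (225 at an unadjusted p below 0.05), and DESeq2 0 (113 at an unadjusted p below 0.05).

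Heat shock genes by stage. Hspa1b was at 462, 167 and 28.1 CPM in the contralateral FN of 0 d, at 597, 211 and 398 CPM in those of 7 d and at 357, 228 and 327 CPM in the lesioned FN of 7 d. At 30 d it was at 0, 20.2 and 0 CPM contralaterally and at 0, 10.8 and 5.38 CPM with the lesion. On each of plates 1, 2 and 4 it was lower at 30 d than at the earlier stages of the same plate. In transcripts, 0 d against 30 d contralaterally was 122 against 2, a ratio of 38.4 (95% counting interval 10.4 to 321), and 7 d against 30 d with the lesion 177 against 2, a ratio of 62.7 (17.1 to 522). Hspa1a had 168 transcripts in the 7 d and 0 in the 30 d lesion group, a ratio of 39.7 when 3 counts are put in place of the 0, without the counting error of the 168. Both are near-identical paralogs with uncertain counts. The adjusted p for Hspa1b was 0.0421 between the contralateral FN of 30 d and 0 d and 0.0024 between the lesioned FN of 30 d and 7 d, from edgeR's quasi-likelihood test; the former was lost in 5 of 15 fits with a library left out (without mouse 1 of 0 d, 0.9995; without contralateral mouse 1, 2 or 3 of 30 d, 0.313, 0.0733 and 0.952; without lesion mouse 2 of 30 d, 0.0791), and the latter without lesion mouse 1 of 30 d (0.0587). The former was also lost with DESeq2 (0.2501), the Kcnq1ot1 filter (0.229) and cells down-sampled before the sum (0.128). With only the groups compared, no gene was called between the contralateral FN of 30 d and 0 d. For the lesioned FN of 30 d and 7 d, DESeq2 gave no adjusted value for Hspa1b. Hsp90ab1 (chromosome 17, 45567775 to 45573271) was at 830 ± 78.04 CPM in the 7 d and 442 ± 83.5 CPM in the 30 d lesion group (log2 -0.88, adjusted p = 0.0375, lower in every mouse of 30 d than in every mouse of 7 d). This call was lost without lesion mouse 1 (0.108) or 2 (0.298) of 30 d, lesion mouse 2 (0.0531) or 3 (0.181) of 7 d, or contralateral mouse 2 (0.0602) or 3 (0.0520) of 7 d, and with cells down-sampled before the sum (0.153), cells with at least 2000 transcripts (0.0684), library size only (0.0503) or only the groups compared (0.293). The paper states that the mice had same-day operations and were sacrificed at their stages, so the day of sacrifice would follow the stage. No further record of the day of preparation was at hand. An effect of the stage cannot be told from an effect of the preparation.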
